# Transcriptome Analysis of *Brassica rapa* Near-Isogenic Lines Carrying Clubroot-Resistant and –Susceptible Alleles in Response to *Plasmodiophora brassicae* during Early Infection

**DOI:** 10.3389/fpls.2015.01183

**Published:** 2016-01-05

**Authors:** Jingjing Chen, Wenxing Pang, Bing Chen, Chunyu Zhang, Zhongyun Piao

**Keywords:** clubroot, *Plasmodiophora brassicae*, disease resistance, RNA-seq, *Brassica rapa*

## Abstract

Although *Plasmodiophora brassicae* is one of the most common pathogens worldwide, the causal agent of clubroot disease in *Brassica* crops, resistance mechanisms to it are still only poorly understood. To study the early defense response induced by *P. brassicae* infection, a global transcriptome profiling of the roots of two near-isogenic lines (NILs) of clubroot-resistant (CR BJN3-2) and clubroot-susceptible (BJN3-2) Chinese cabbage (*Brassica rapa*) was performed by RNA-seq. Among the 42,730 unique genes mapped to the reference genome of *B. rapa*, 1875, and 2103 genes were found to be up- and down-regulated between CR BJN3-2 and BJN3-2, respectively, at 0, 12, 72, and 96 h after inoculation (hai). Functional annotation showed that most of the differently expressed genes are involved in metabolism, transport, signal transduction, and defense. Of the genes assigned to plant-pathogen interactions, 151 showed different expression patterns between two NILs, including genes associated with pathogen-associated molecular patterns (PAMPs) and effectors recognition, calcium ion influx, hormone signaling, pathogenesis-related (PR) genes, transcription factors, and cell wall modification. In particular, the expression level of effector receptors (resistance proteins), PR genes involved in salicylic acid (SA) signaling pathway, were higher in clubroot-resistant NIL, while half of the PAMP receptors were suppressed in CR BJN3-2. This suggests that there was a more robust effector-triggered immunity (ETI) response in CR BJN3-2 and that SA signaling was important to clubroot resistance. The dataset generated by our transcriptome profiling may prove invaluable for further exploration of the different responses to *P. brassicae* between clubroot-resistant and clubroot-susceptible genotypes, and it will strongly contribute to a better understanding of the molecular mechanisms of resistance genes of *B. rapa* against *P. brassicae* infection.

## Introduction

Much research has focused on plant-pathogen interactions because of their importance to both agriculture and scientific research (Brown and Hovmoller, 2002). *Plasmodiophora brassicae* Wor. is a soil-borne, obligate, and biotrophic pathogen that attacks *Brassica* crops, leading to clubroot, and subsequent reductions in crop yield (Dixon, 2009). Many strategies have been proposed for controlling clubroot, among which the use of resistant cultivars is still the most cost-effective and environmentally friendly (Diederichsen et al., 2009; Donald and Porter, 2009).

Early reports suggested that both qualitative and quantitative traits were involved in clubroot resistance in *Brassica rapa*. At present, ten loci—*Crr1, Crr2, Crr3, Crr4, CRa, CRb, CRc, CRk, PbBa3.1*, and *PbBa3.3*—have been reported as being associated with clubroot resistance (CR) in *B. rapa* (Matsumoto et al., 1998; Suwabe et al., 2003, 2006; Hirai et al., 2004; Piao et al., 2004; Sakamoto et al., 2008; Chen et al., 2013). Two of these, *Crr1a* and *CRa*, have been cloned and found to be classical resistance genes that contain Toll-interleukin receptor (TIR)-nucleotide-binding (NB)-leucine-rich repeat (LRR; Ueno et al., 2012; Hatakeyama et al., 2013), but the response mechanisms to *P. brassicae* infection associated with these two CR genes have yet to be fully elucidated.

Plants have evolved two innate immune systems to combat with the attack of various pathogens (Jones and Dangl, 2006). The first mode of plant immune system is referred to as pathogen-associated molecular pattern (PAMP)-triggered immunity (PTI), which is triggered by the detection of PAMPs by pattern recognition receptor (PRR) proteins located on the external face of the host cell. However, pathogens can suppress PTI through secreting effectors into host cells. These pathogen effectors are recognized by specific resistance (*R*) genes in plants and triggers activation of the second mode of defense response, known as effector-triggered immunity (ETI). A number of defense responses are activated at the transcriptome level, including mitogen-activated protein kinase (MAPK) cascades, transcription factors, and hormone signaling (Moore et al., 2011), during PTI and ETI processes. Based on the transcriptome of *P. brassicae*, Schwelm et al. (2015) proposed that chitin might act as a PAMP of *P. brassicae* and the recognition of it can trigger defense responses in plants. However, these two processes have not been well characterized in *B. rapa* when challenged with *P. brassicae*.

*Brassica* crops are infected by *P. brassicae* in two distinct stages, consisting of primary infection of the root hairs followed by secondary infection of the root cortex (Kageyama and Asano, 2009). Feng et al. (2013) reported that primary and secondary infection of canola (*B. napus*) occurred 12 and 72 h, respectively, following inoculation with *P. brassicae*. The success of primary infection by *P. brassicae* was also observed in resistant genotypes of *Brassica* crops (Deora et al., 2012), indicating that in resistant *Brassica* strains *P*. *brassicae* is blocked at later stages of infection. Thus, studying the differentially expressed genes (DEGs) at two stages of infection helps in understanding host–*P. brassicae* interactions.

Analysis of global gene expression is one means of exploring the molecular basis of interactions between *Brassica* crops and *P. brassicae*, particularly with respect to mechanisms of resistance and the basal defense response. To date, several “-omics” approaches have been employed to examine the interactions between hosts and *P. brassicae*. Devos et al. (2006) and Cao et al. (2008), focusing on the changes of protein composition in *Arabidopsis* and *B. napus*, respectively, reported the details of the primary infection following inoculation. Their results demonstrated that most of the differentially regulated proteins were involved in plant defense, hormone metabolics, and detoxification. Siemens et al. (2006) identified more than 1000 DEGs in infected vs. control roots based on the ATH1 Affymetrix 22K microarray, which included genes associated with sugar phosphate metabolics, growth, cell cycle, and defense. A microarray analysis of *Arabidopsis thaliana* demonstrated that the number of DEGs involved in pathogen recognition and signal transduction was highest during the early stages of infection (Agarwal et al., 2011). A study using the complete *Arabidopsis* transcriptome microarray (CATMA) showed that, when compared with immune response in susceptible response, metabolic changes in the partial resistance response were reduced or delayed, and abnormal cell enlargement and proliferation were actively inhibited at 7 days post-inoculation on *A. thaliana* (Bur-0; Jubault et al., 2013). More recently, Schuller et al. (2014) confirmed the role of auxin and cytokinin metabolism and signaling in clubroot development based on microarray data and laser microdissection of *Arabidopsis* roots. They also found that brassinosteroid (BR) synthesis and signal perception were involved in clubroot development. Chu et al. (2014) reported that the signaling and metabolic activity of jasmonate acid (JA) and ethylene (ET) were up-regulated significantly in resistant populations compared to the susceptible lines at 15 days post-inoculation, while no increase in the expression of genes involved in salicylic acid (SA) metabolic and signaling pathways were detected. All of these functional studies focused on either the susceptible response or the late stage resistance response. Comparing responses to *P*. *brassicae* infection in susceptible and resistant plant lines is critical for understanding the defense mechanisms involved in resistance to clubroot.

In our previous studies, we identified and finely mapped a dominant *CRb* gene that confers resistance to *P*. *brassicae* pathotypes 2, 4, and 8 (Piao et al., 2004; Zhang et al., 2014). In addition, a pair of near-isogenic lines (NILs)—a clubroot-resistant (CR BJN3-2) line and a clubroot-susceptible (BJN3-2) line—were developed for *B. rapa* (Zhang et al., 2012a). The fact of similar genetic background and differences at the locus of a target gene between NILs would facilitate to analyze the response to pathogen in resistance and susceptible line as well as to compare the difference between the two lines on the transcription level.

RNA-Seq, a powerful approach for detecting DEGs and novel-expressed genes over a broad dynamic range (Blencowe et al., 2009; Wang et al., 2009b), was employed in this study: (i) to identify DEGs between CR BJN3-2 and BJN3-2; and (ii) to gain an insight into host–*P. brassicae* interactions for clubroot resistance during the early stages of infection by *P. brassicae*.

## Materials and methods

### Plant material

Two Chinese cabbage NILs carrying the clubroot-resistant allele of *CRbCRb* (CR BJN3-2) and the clubroot-susceptible allele of *crbcrb* (BJN3-2) were inoculated with suspension of *P. brassicae*. CR BJN3-2 was developed by integration of the *CRb* gene from the CR Shinki DH line of Chinese cabbage into the Chinese cabbage inbred line BJN3-2 based on the marker-assisted selection (Zhang et al., 2012a). SSR genotyping of CR BJN3-2 revealed that 100% of the recurrent parent genome was recovered.

### *P. brassicae* inoculation

The single-spore isolate (SSI) *P. brassicae*, which was used in the previous study (Zhang et al., 2014), was maintained and propagated in the susceptible Chinese cabbage lines. Resting spores were diluted to a density of 10^7^ spores per mL in sterile distilled water after isolation from homogenized clubbed roots. Thirty-day-old plants of CR BJN3-2 and BJN3-2 were inoculated with *P. brassicae* by injecting the soil around each plant with 1 mL of SSI suspension, in accordance with Piao et al. (2004). The inoculated plants were maintained in the culture room under a 16-h photoperiod at 25°C and the soil was kept moist during the treatment period.

### Microscopic investigation

To determine the timing of primary and secondary infection of the two NILs, infection processes of *P. brassicae* in the roots were observed using an inverted microscope (Olympus IX70, Japan) and imaged with digital single-lens reflex (DSLR) camera (Nikon D5300, Japan) every 2 h after inoculation until the secondary infection was established. The method of *P. brassicae* inoculation was the same as above. The roots were washed thoroughly with distilled water to remove the spores adsorbed on the surface, and then were transferred to a new 90 mm diameter glass petri dish with 30 ml distilled water for microscope observation. At each time point, five individual plants were examined, and three fields were observed for each sample.

### Tissue sampling

Based on the observed infection stages, the primary and secondary infection were found to be happened at 12 and 72 h after inoculation (hai). Therefore, the roots of the CR BJN3-2 and BJN3-2 plants were sampled at 0, 12, 72, and 96 hai for analysis of the DEGs at the early stages of infection. Three independent biological replicates of both two NILs were performed for *P. brassicae* inoculation. Roots of 30 (three biological replications, ten plants for each replicate) plants were sampled and pooled for RNA extraction at each time point. The roots were washed in distilled water to remove the pathogen inoculum and immediately frozen in liquid nitrogen and stored at −80°C until use. To verify the success of infection, a pair of NILs was maintained in the culture room for 30 days after inoculation.

To cover the shortage caused by the lack of biological replication for RNA-seq, three independent biological replications were performed for *P. brassicae* inoculation. Inoculation process and tissue sampling were exactly the same with the preparation of samples as above for RNA-seq. The pooled RNA was used to confirm the RNA-seq data results by quantitative RT-PCR (qRT-PCR).

### RNA isolation

RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. RNA purity was determined using a Nanodrop spectrophotometer (Thermo Fisher Scientific Inc., Wilmington, DE, USA), 1% formaldehyde gel electrophoresis, and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). To eliminate the variability caused by human operation during the infection and sampling process, RNA from three biological replicates at each time point (0, 12, 72, and 96 hai) were pooled.

### cDNA library construction and sequencing

cDNA library preparation and sequencing were conducted by the Biomarker Technology Company in Beijing, China. mRNA was isolated using beads with Oligo (dT), and then broken into short fragments after the addition of fragmentation buffer. These short fragments of mRNA were used as templates to synthesize first-strand cDNA with random primers. Second-strand cDNA was synthesized in a reaction containing DNA polymerase I, RNase H, dNTPs, and buffer. The resulting cDNA were then subjected to end-repair polymerase and mixed with Solexa adapters. Suitable fragments were recovered from an agarose gel. Next, PCR amplification was performed to enrich the purified cDNA template. Finally, all the eight libraries (samples from 0, 12, 72, and 96 hai in two NILs) were sequenced using an Illumina HiSeq™ 2000. The raw RNA-seq data has been deposited at GEO (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE74044 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74044).

### Digital gene expression analysis

Gene expression levels of all eight libraries were estimated by calculating read density as Reads Per Kilo base per Million mapped reads (RPKM; Mortazavi et al., 2008). EBseq software (Leng et al., 2013) was used to identify DEGs using pair-wise comparison. This program can estimate the variance of RNA-seq data without biological replicates by pooling similar genes together. *P*-values obtained via EBseq were further corrected using the Benjamini-Hochberg procedure (Benjamini and Hochberg, 1995), and the corrected *P*-values were used to determine the false discovery rate (FDR). Sequences were deemed to be significantly differentially expressed if the FDR was < 0.01 and there was at least a two-fold change (>1 or < −1 in log2 ratio value) in RPKM between two libraries. Differential patterns of gene expression at the various time points are represented by Venn diagrams.

### Sequence data analysis and annotation

We mapped sequencing reads to the reference database for the *B. rapa* genome (Version 1.2, http://brassicadb.org/brad/) using TopHat (Trapnell et al., 2009). Unigene sequences were compared with the nonredundant protein (nr) database (Deng et al., 2006), the Cluster of Orthologous Groups (COG) database (Tatusov et al., 2000), the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (Kanehisa et al., 2004), and Gene Ontology (GO; Ashburner et al., 2000). The Blast2GO program (Conesa et al., 2005) was used to obtain GO annotation of the unigenes. WEGO and Top GO software were then used to perform GO functional classification and enrichment analysis of all unigenes in order to view the distribution of gene functions.

### Quantitative RT-PCR analysis

To validate the RNA-seq results, we performed qRT-PCR on 40 selected DEGs. Twenty-one of the selected DEGs were involved in resistant to *P. brassicae* (including 9 receptor like proteins, 5 *R* genes, 2 calmodulin-like genes, 2 WRKY transcription factors, one beta-1,3 glucanase, and one cytochrome P450) and the rest of 19 DEGs were from the model of SA, JA, and ET signal pathway (Supplementary Table S1). Notably, 33 of the DEGs were from 0 hai.

The qRT-PCR reactions were performed using SYBR Green SuperReal PreMix Plus (TIANGEN) on a Bio-Rad CFX 96 real-time PCR system (Bio-Rad, Hercules, CA, USA). The primers were designed using Primer Premier 5.0 software and are listed in Supplementary Table S1. Analysis of gene expression was performed for all samples at 0, 12, 72, and 96 h after inoculation of CR BJN3-2 and BJN3-2 with *P*. *brassicae*. Each sample was divided into three independent biological and technical replicates. The comparative C_T_ method of quantitation was used with *B. rapa 18S rRNA* and *Actin* as internal controls. The conditions for amplification were as follows: 15 min denaturation at 95°C, followed by 40 cycles of 95°C for 10 s, 60°C for 20 s, and 72°C for 25 s. Following amplification, melting curves were performed by increasing temperatures from 55 to 95°C at intervals of 0.5°C every 10 s to confirm the specificity of the PCR amplification.

## Results

### Comparative analysis of *P. brassicae* infection of CR BJN3-2 and BJN3-2 genotypes

The differences in the infection process of *P. brassicae* between CR BJN3-2 and BJN3-2 were monitored after inoculation. There were no spores in the roots at 0 hai in both two lines, but spores were observed around the surface of the roots. Primary zoospores inside the root hairs were observed at 12 hai in both two lines. The presence of plasmodium in the cortical tissue was observed in BJN3-2 at 72 hai, indicating the beginning of secondary infection. Subsequently, numberous plasmodia were observed in the cortical tissue. In contrast, the secondary infection was not happened in CR BJN3-2 even after 72 and 96 hai. The same results were also obtained by Feng et al. (2013). Therefore, four time points (0, 12, 72, and 96 hai) were selected to investigate the differential transcript changes between two NILs at an early infection stage.

Severity of disease in both two NILs was assessed 30 days after inoculation with *P. brassicae* (Supplementary Figure S1). We found severe clubs on the roots of the susceptible line BJN3-2, but no clubroot symptoms were detected in the clubroot-resistant CR BJN3-2.

### RNA-seq analysis

Changes in transcript levels between CR BJN3-2 and BJN3-2 at 0, 12, 72, and 96 hai with *P. brassicae* were analyzed by RNA-seq. 

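CR BJN3-2 and BJN3-2 are near-isogenic lines (NILs) that carry the resistant or the susceptible allele of the CRb locus. For each line and time point, RNA from the roots of 3 biological replicates, 30 plants in all, was pooled into 1 library, which gave 8 libraries. For each library, the authors deposited the raw number of fragments on each gene and the fragments per kilobase scaled to the mapped fragments of the library (FPKM), the measure that the paper calls RPKM. The values cover 42730 loci, of which 39823 are genes of the B. rapa genome version 1.2 and 2907 are loci that the authors added. Between 14046763 and 19162699 fragments per library were counted on these loci, with a median of 16724994 in CR BJN3-2 and 16179909 in BJN3-2. The difference between the lines at a time point was taken as the log2 ratio of FPKM + 0.1 in CR BJN3-2 over BJN3-2, so that a positive value means higher expression in the resistant line. A gene was counted as a differentially expressed gene (DEG) at a time point when this ratio was at least 2-fold and a two-sided Fisher's exact test on the fragments of the 2 libraries gave a Benjamini-Hochberg adjusted p under 0.01. With 1 library per line and time point, that test compares 2 libraries and not the lines, and no p-value from it is given. For a comparison of the lines, the 4 time points served as repeated measurements (n = 4 libraries per line) in edgeR's quasi-likelihood test on the raw fragments, with the time point as a block. A gene passed the threshold of this line effect at a Benjamini-Hochberg adjusted p under 0.01 and at least a 2-fold change. The line effect is a mean over the 4 time points, and a difference at a single time point adds to its spread. A gene short of the threshold may therefore still differ at a single time point, which this test does not address. An SD beside a mean log2 ratio is the SD over the 4 time points. A standard error beside a line effect is the log2 fold change over the square root of the test's F, and not an output of the test. Where the fragments of a line are at or near 0, it does not give the precision of the fold change. A 95% interval beside a log2 ratio is the exact Clopper-Pearson interval of the gene's fragments in the 2 libraries and covers counting error only.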

A total of 180,185,005 reads were generated by 100-bp paired-end sequencing from the eight cDNA libraries, constituting 35.4 Gb of cDNA sequence. 

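The reads that Supplementary Table S2 lists for the libraries add up to 360370010, 177269354 from CR BJN3-2 and 183100656 from BJN3-2. The total in the text was therefore taken here as the number of read pairs, which the paper does not state. The deposited values hold 130909591 fragments counted on loci, 64585773 in the 4 libraries of CR BJN3-2 and 66323818 in the 4 libraries of BJN3-2.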

Of these, 88,634,677 reads were obtained from CR BJN3-2 and 91,550,328 from BJN3-2. GC% of sequence data from the eight libraries were all ~48%, and Q30% (i.e., those reads with an average quality score >30) were all >80%, an indication that the accuracy and quality of the sequencing data were sufficient for further analysis. 

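The share of single reads mapped to the genome, computed from the numbers of mapped and sequenced reads that the paper gives for each library, ranged from 76.8% in BJN3-2 at 72 hai to 78.7% in CR BJN3-2 at 12 hai. Between 32112 and 33248 loci per library had at least 1 fragment, and 36352 loci had one in at least 1 of the 8 libraries. At this depth, 3 fragments correspond to between 0.157 and 0.214 CPM (fragments scaled to the counted total), and expression below this level was not detectable.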

Approximately 78% of the sequenced reads (140 million mapped reads) were in alignment with the *B. rapa* genome reference sequence (Version 1.2, http://brassicadb.org). An overview of the sequencing process is shown in Supplementary Table S2. The distribution of the expression level of the unigenes had similar patterns among the eight samples, suggesting there was no bias in the construction of the cDNA libraries (Supplementary Figure S2).

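Among loci with fragments, the median FPKM ranged from 9.44 in BJN3-2 at 96 hai to 10.1 in CR BJN3-2 at 0 hai. The lower quartile was between 2.14 and 2.43 FPKM and the upper quartile between 27.6 and 30.6 FPKM in the 8 libraries. The 10 loci with the most fragments held between 2.18% and 4.00% of all fragments of a library. Over 27729 loci, the median log2 ratio between the lines was −0.03 at 0 hai, −0.00110 at 12 hai, 0.00889 at 72 hai and 0.02 at 96 hai. In a multidimensional scaling of the 8 libraries, the first axis held 44.3% of the variance and separated the 4 libraries of CR BJN3-2 from the 4 of BJN3-2. The second axis held 20.0% and set the libraries of 96 hai apart in both lines.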

The total mapped reads were aligned to each region in the reference genome, including the exon, intergenic, and intron regions, with the percentage of reads mapped to the exon being the highest in all eight libraries (Supplementary Figure S3).

### Transcriptome analysis in response to *P. brassicae*

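Of the loci with fragments, 5490 were called as DEGs between CR BJN3-2 and BJN3-2 at 1 or more of the 4 time points. The number depended most on the test: a 2-fold change with no test on the fragments gave 12468 loci, and a negative binomial test with the dispersion of the time points gave 881. EBSeq, the software named in the methods, was not run here. Over the 4 time points together, 170 loci were higher and 429 lower in CR BJN3-2 among the 27601 loci tested for the line effect (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At all 4 time points, 419 of these loci were also called as DEGs in the same direction, 93 higher and 326 lower in CR BJN3-2. Of the loci past this threshold and changed in the same direction at the 4 time points, Bra019366 on chromosome A03 from 24667045 to 24668622 had the highest value, a log2 fold change of 11.05 (standard error 0.38, adjusted p = 0.00187 from the same test). Bra039082, on chromosome A09 from 1220444 to 1221121, had a log2 fold change of 9.72 (standard error 0.49, adjusted p = 0.0041). Bra007967, on chromosome A02 from 12158255 to 12159169, had −11.33 (standard error 0.34, adjusted p = 0.00134), and Bra030496, on chromosome A08 from 21581509 to 21585179, had −10.87 (standard error 0.39, adjusted p = 0.00196). The added locus cabbage_newGene_1256, on chromosome A06 from 21324156 to 21324772, had the lowest value, −11.64 (standard error 0.31, adjusted p = 0.001) and cabbage_newGene_2125, on chromosome A09 from 21434662 to 21434942, had 9.02 (standard error 0.57, adjusted p = 0.00659). All 6 were called as DEGs at the 4 time points. Bra019366, Bra039082 and cabbage_newGene_2125 had 0 fragments in every library of BJN3-2. Bra007967, Bra030496 and cabbage_newGene_1256 had 0 in every library of CR BJN3-2. With 0 fragments in 1 line, the size and order of these fold changes are not measured, and their standard errors give no precision. By the mean log2 ratio of FPKM + 0.1, the higher loci came in the reverse order, with 6.08, 7.01 and 9.17. The lower loci kept their order.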

A total of 3812 DEGs were identified between CR BJN3-2 and BJN3-2 (Supplementary Table S3). As shown in the Venn diagram in Figure 1, 1875 genes were up-regulated and 2103 were down-regulated in CR BJN 3-2, while only 83 genes were up-regulated and 321 were down-regulated at all four time points. 

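Here 2791 loci were called as up-regulated in CR BJN3-2 at any time point and 2962 as down-regulated. At all 4 time points, 120 loci were called as up-regulated and 415 as down-regulated. Of all called loci, 263 were called in opposite directions at different time points and count in the totals of both directions.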

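In the libraries of 0 hai, 1301 loci were called as up-regulated in CR BJN3-2 and 1496 as down-regulated. Of these, 611 were called as up-regulated at 0 hai only and 511 as down-regulated at 0 hai only, including loci called in the other direction at another time point.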

Compared with BJN 3-2, 987 genes were up-regulated and 1069 genes were down regulated at 0 hai. Following, *P. brassicae* inoculation, 587 genes were up-regulated, and 1010 genes were down-regulated at 12 hai; 670 gens were up-regulated and 899 were down-regulated at 72 hai; 574 genes were up-regulated and 878 genes were down-regulated at 96 hai. 

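At 12 hai, 908 loci were called as up-regulated and 1419 as down-regulated in CR BJN3-2. The numbers were 955 and 1175 at 72 hai and 1021 and 1254 at 96 hai. Of the loci called in a given direction at a single time point, counted for each direction apart, 315 were up-regulated and 382 down-regulated at 12 hai, 452 and 384 at 72 hai, and 497 and 406 at 96 hai.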

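Up- and down-regulated loci together came to 2797 at 0 hai, 2327 at 12 hai, 2130 at 72 hai and 2275 at 96 hai. The total was highest at 0 hai under each of the 7 other settings of scaling, pseudocount, filter, test and threshold. For the down-regulated loci alone, the negative binomial test gave more at 96 hai (395) and at 12 hai (382) than at 0 hai (371).

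**Figure D1:**
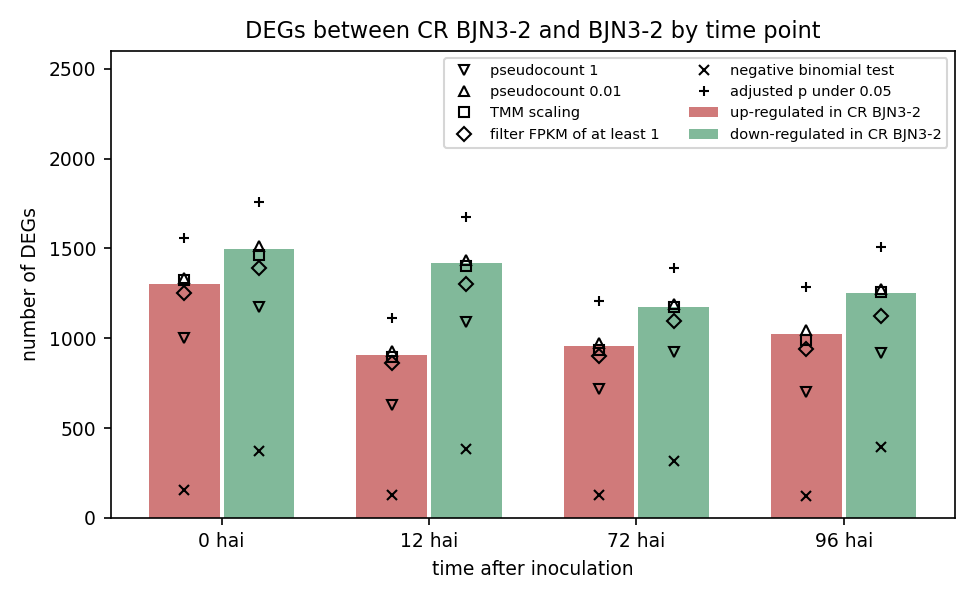
Number of DEGs (vertical axis) up-regulated (red bars) and down-regulated (green bars) in CR BJN3-2 compared with BJN3-2 at each time point after inoculation; black symbols give the numbers under 6 other settings. The bars at 0 hai reach 1301 and 1496 loci, the highest of each colour.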

Number of the genes that were up/down-regulated was more than any other time point in CR BJN3-2 at 0 hai (Figure 1, Supplementary Tables S4–S5).

**Figure 1:**
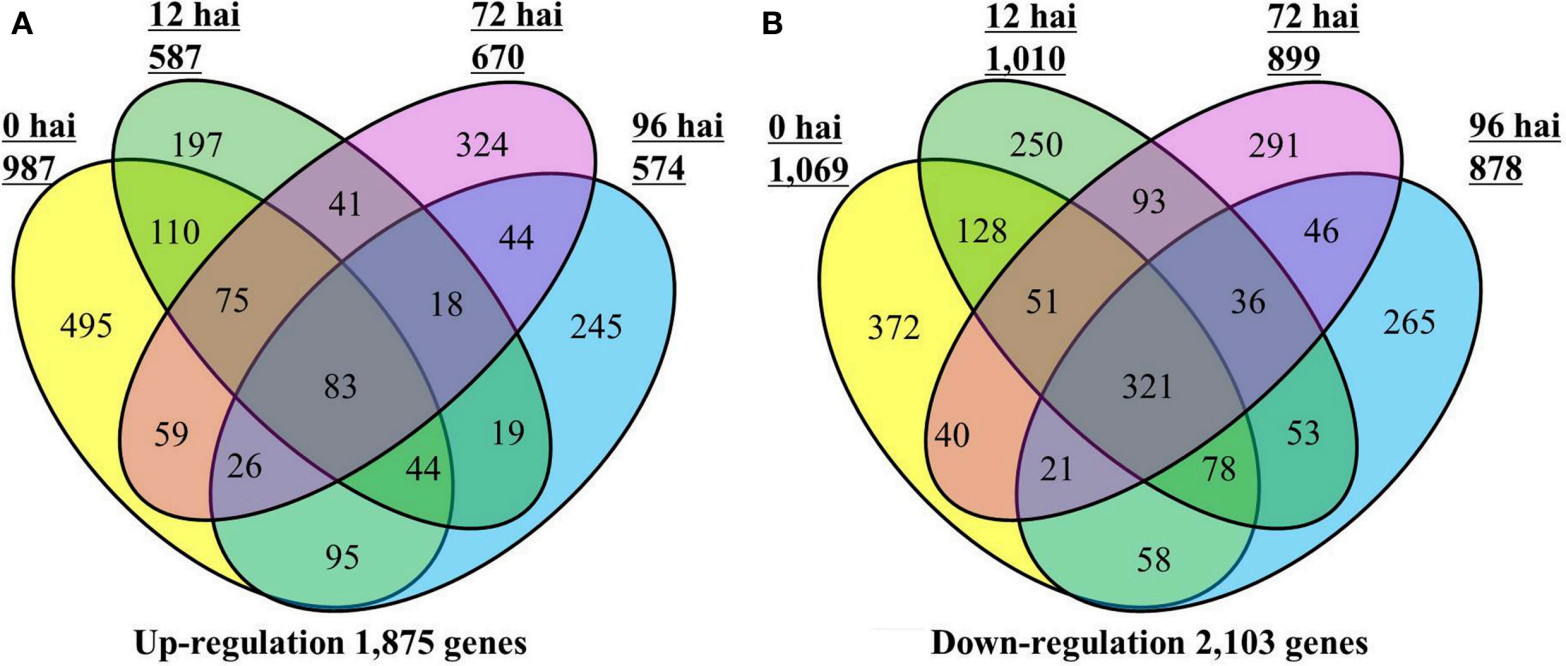
**Number of differentially expressed genes in the CR BJN3-2 that were (A) up-regulated and (B) down-regulated (FDR < 0.01 and fold change > 2.0 or < −2.0) compared with BJN3-2**. Numerals inside the parentheses indicate the number of genes expressed at each hai. The total number of DEGs is noted at the bottom of each Venn diagram. hai, hours after inoculation.

### Functional annotation of degs

All of the 3812 DEGs were annotated by comparing their sequences against five public databases, which permitted the assignment of several functional annotations (Supplementary Table S6): 3573 (93.73%) DEGs were found to have significant matches in the nr database, 2815 (73.85%) in the Swiss-Prot database, 1034 (27.12%) in the COG, 788 (20.67%) in the KEGG, and 3355 (88.01%) in the GO.

A total of 3355 DEGs were assigned to three GO classes: biological process, cellular component, and molecular function. For the four time points, the cellular components most commonly represented were “cell” and “cell part,” whereas “catalytic activity” and “binding” were among the most commonly represented molecular function categories. The top five subcategories in the biological process class were “metabolic process,” “cellular process,” “response to stimulus,” “biological regulation,” and “developmental process” (Figure 2). GO enrichment analysis of the DEGs in the biological process class show the top GO terms at each time point represented as a directed acyclic graph (Supplementary Figures S4–S7). We extracted the top ten GO terms at each time point (Figure 3). For instance, the GO terms “salicylic acid biosynthetic process,” “type I hypersensitivity,” and “focal adhesion assembly” were present at all four time points. In total, there were 6, 3, 2, and 2 specific GO terms at 0, 12, 72, and 96 hai, respectively, (Figure 3).

**Figure 2:**
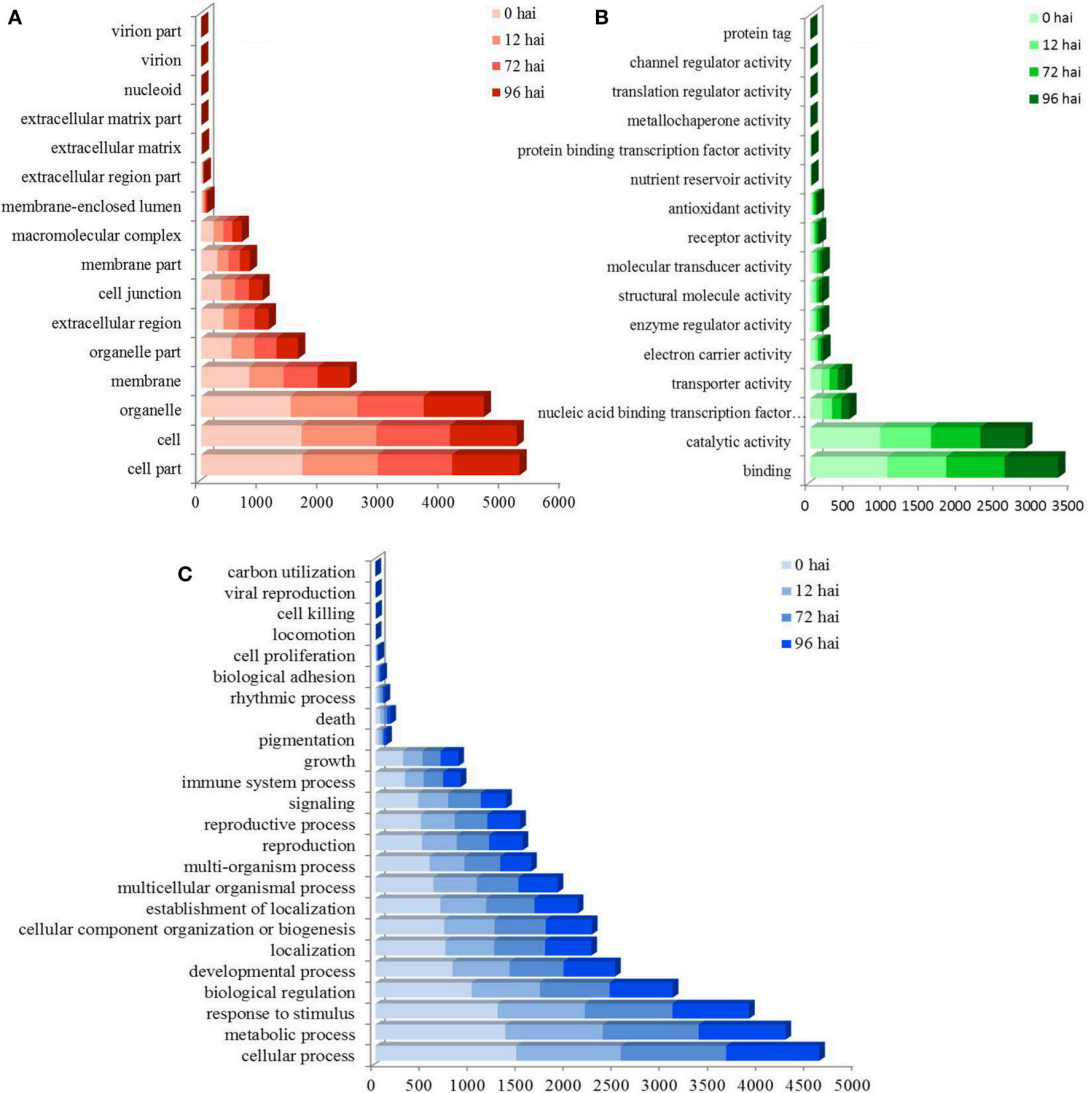
**GO assignment of differentially expressed genes (DEGs) in CR BJN3-2 and BJN3-2**. The unigenes were mapped to three main categories: cellular component **(A)**, molecular function **(B)**, and biological process **(C)**. The y-axis indicates the number of annotated DEGs. hai, hours after inoculation.

**Figure 3:**
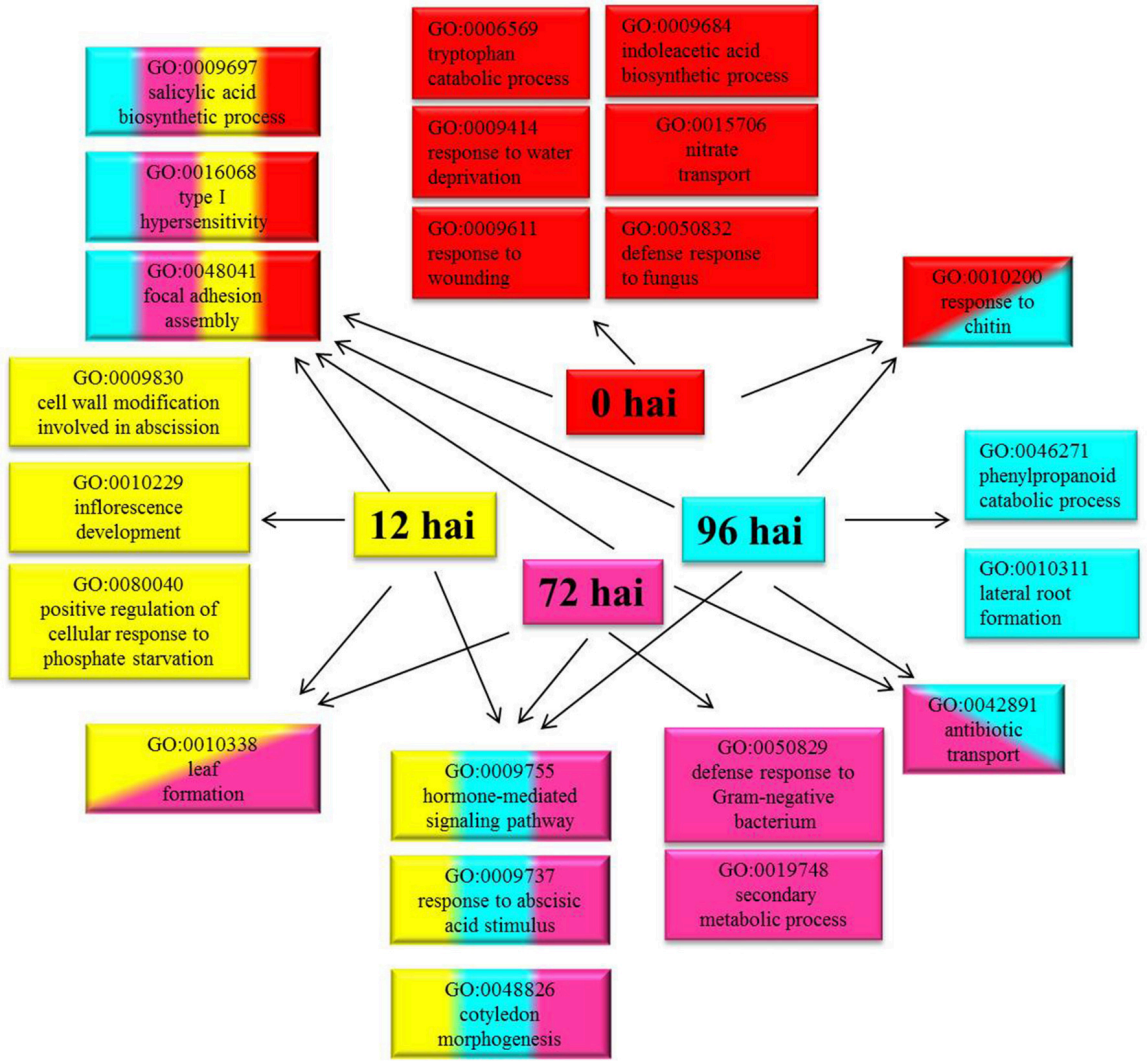
**Top ten Gene Ontology (GO) terms (biological process) that were significantly enriched at four time points**. GO terms enriched only at 0 hai are shown in red, GO terms enriched only at 12 hai are shown in yellow, GO terms enriched only at 72 hai are shown in purple, GO terms enriched only at 96 hai are shown in blue, and GO terms enriched at more than one time point are indicated in combined colors. hai, hour after inoculation.

We found 1034 DEGs that had a COG classification. Among the 25 COG categories, the largest group was “General function prediction only” followed by “Tanscription,” “Signal transduction mechanisms,” “Amino acid transport and metabolism,” and “Replication, recombination and repair.” However, we did not find DEGs in the categories of W (Extracellular structure) and Y (Nuclear structure; Figure 4).

**Figure 4:**
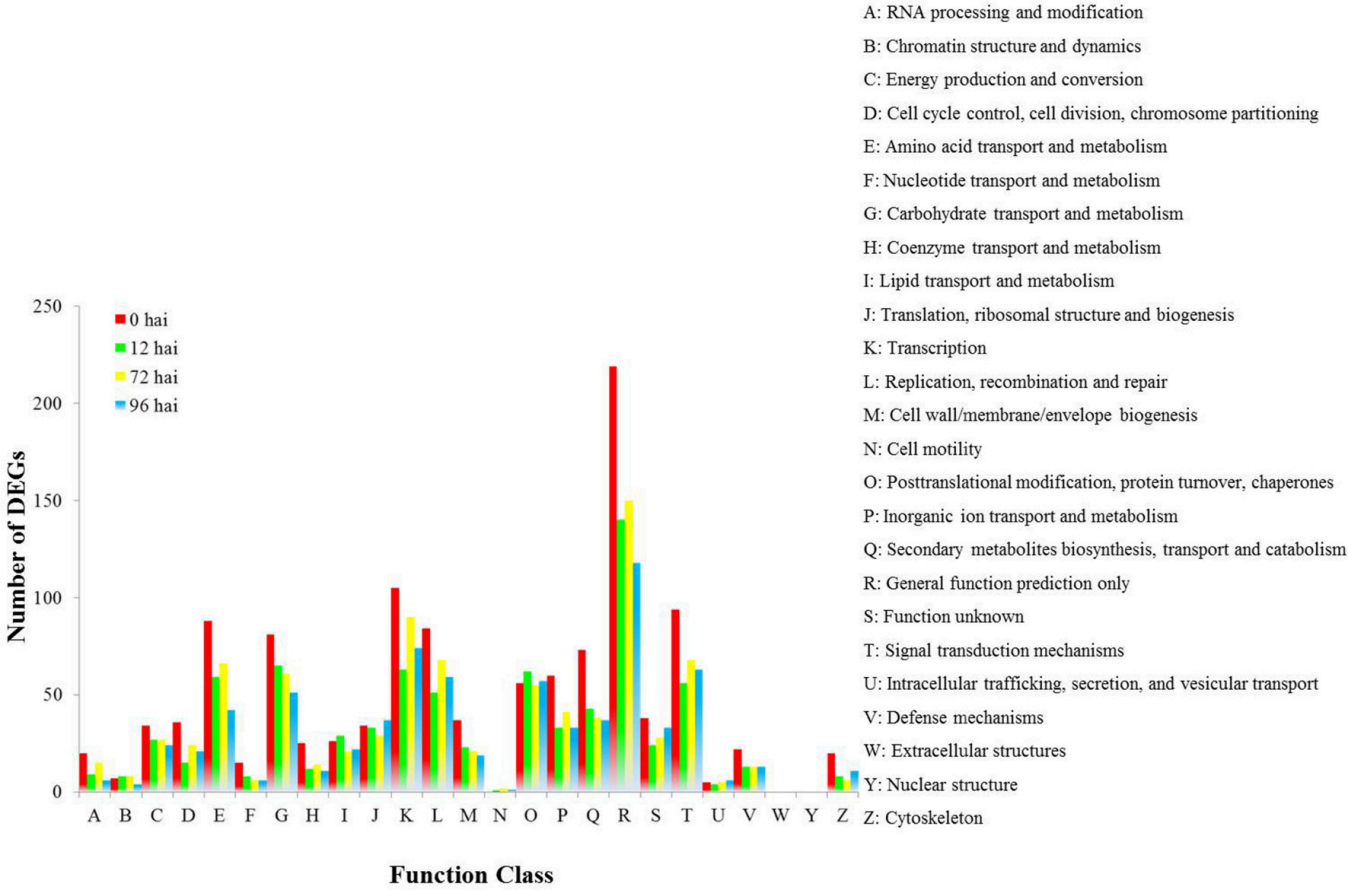
**COG functional classification of differentially expressed genes in CR BJN3-2 and BJN3-2**.

To identify the biological pathways that are active in *B. rapa*, we mapped the differentially expressed unigene sequences to the reference canonical pathways in KEGG. A total of 788 DEGs were annotated in the KEGG database and assigned to 111 KEGG pathways. The “Plant hormone signal transduction” was the most common term and contained 473 DEGs (12.41%), followed by “Ribosome” (448, 11.75%), “Plant–pathogen interaction” (283, 7.42%), “Oxidative phosphorylation” (265, 6.95%), and “Protein processing in endoplasmic reticulum” (258, 6.77%; Table 1).

**Table 1:** **Top 20 enriched KEGG pathways**.

**Pathway**	**The number of DEGs**	**Pathway ID**
Plant hormone signal transduction	473 (12.41%)	ko04075
Ribosome	448 (11.75%)	ko03010
Plant-pathogen interaction	283 (7.42%)	ko04626
Oxidative phosphorylation	265 (6.95%)	ko00190
Protein processing in endoplasmic reticulum	258 (6.77%)	ko04141
Spliceosome	255 (6.69%)	ko03040
Purine metabolism	235 (6.16%)	ko00230
RNA transport	231 (6.06%)	ko03013
Starch and sucrose metabolism	202 (5.30%)	ko00500
Glycolysis/Gluconeogenesis	193 (5.06%)	ko00010
Amino sugar and nucleotide sugar metabolism	189 (4.96%)	ko00520
Phenylpropanoid biosynthesis	185 (4.85%)	ko00940
Ubiquitin mediated proteolysis	185 (4.85%)	ko04120
Pyrimidine metabolism	184 (4.83%)	ko00240
Phenylalanine metabolism	160 (4.20%)	ko00360
mRNA surveillance pathway	157 (4.12%)	ko03015
Ribosome biogenesis in eukaryotes	150 (3.93%)	ko03008
Carbon fixation in photosynthetic organisms	146 (3.83%)	ko00710
Pyruvate metabolism	138 (3.62%)	ko00620
Arginine and proline metabolism	137 (3.59%)	ko00330

### DEGs involved in resistance to *P. brassicae*

To gain a deeper insight into the defense mechanisms *B. rapa* employs to prevent infection by *P. brassicae*, a list of 151 differentially regulated disease resistance genes was obtained by combining data from the literature and a keyword search in the *B. rapa* genome annotation (Supplementary Table S7). These included 23 PRRs, 15 NBS-LRR containing *R* genes, 2 respiratory burst oxidase homologs (RBOH), 6 Ca^2+^ influx coding genes, 2 MAPK, 18 pathogenesis-related (PR) proteins, 20 hormone metabolism (SA [three genes], JA [eight genes], and ET [nine genes]) related genes, 34 cell wall modification related genes, 10 chitinases, and 23 WRKY factors. To get a global view of DEGs involved in resistant to *P. brassicae*, the fold changes of these genes between the two NILs were represented via a heat map (Figure 5). It is clearly that the *R* genes, MAPK, and PR proteins were up regulated in CR BJN3-2, while PRRs, WRKY factors and cell wall modification related genes showed an irregular regulation.

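All 151 genes of Supplementary Table S7 were found among the deposited values, and 5 of them were not called as DEGs at any time point. For each gene, the log2 ratio was averaged over the 4 time points, and each group of genes was described by the median of these means, with the SD of the medians of the 4 time points. The median was 1.04 ± 0.47 for the 15 R proteins, of which 13 had a mean above 0, and 0.96 ± 0.40 for the 2 genes listed under MAPK, both above 0. It was 1.01 ± 0.07 for the 18 PR proteins, all above 0, while with a pseudocount of 0.01 and with TMM scaling 1 gene each fell below 0. It was −0.25 ± 0.28 for the 23 PRRs, with 10 above and 13 below 0, 0.45 ± 0.34 for the 21 WRKY factors in the table, with 13 above and 8 below 0, and −0.67 ± 0.37 for the 34 cell wall modification genes, with 11 above and 23 below 0. Since the genes were chosen among DEGs, each median was set against those of 10000 random lists of DEGs of the same size and similar expression. The R proteins stood at percentile 99.86 of these lists, the MAPK genes at 92.3, the PR proteins at 99.95, the PRRs at 51.8, the WRKY factors at 84.2 and the cell wall genes at 0.15. With lists of all expressed genes as the background, the percentiles of these 6 groups, in the same order, were 100, 97.9, 100, 4.22, 100 and 0. Of the 151 genes, 20 passed the threshold of the line effect.

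**Figure D2:**
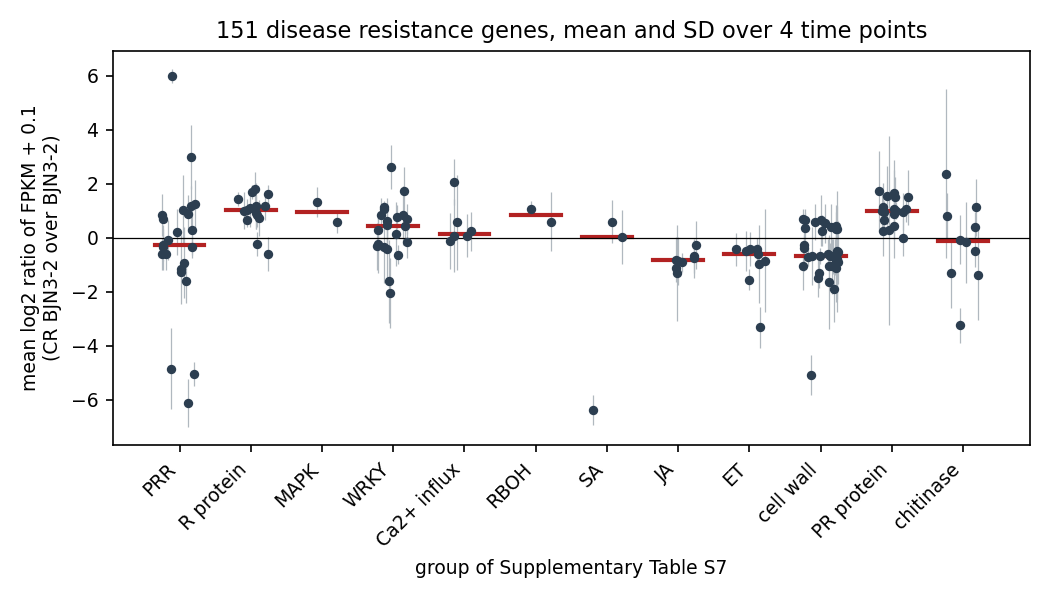
Mean log2 ratio of FPKM + 0.1 in CR BJN3-2 over BJN3-2 (vertical axis) of each of the 151 genes by group of Supplementary Table S7; points are genes, error bars the SD over 4 time points, and red lines the medians of the groups. The medians of the R proteins (1.04) and PR proteins (1.01) lie above 0 and that of the JA genes (−0.84) below it.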

**Figure 5:**
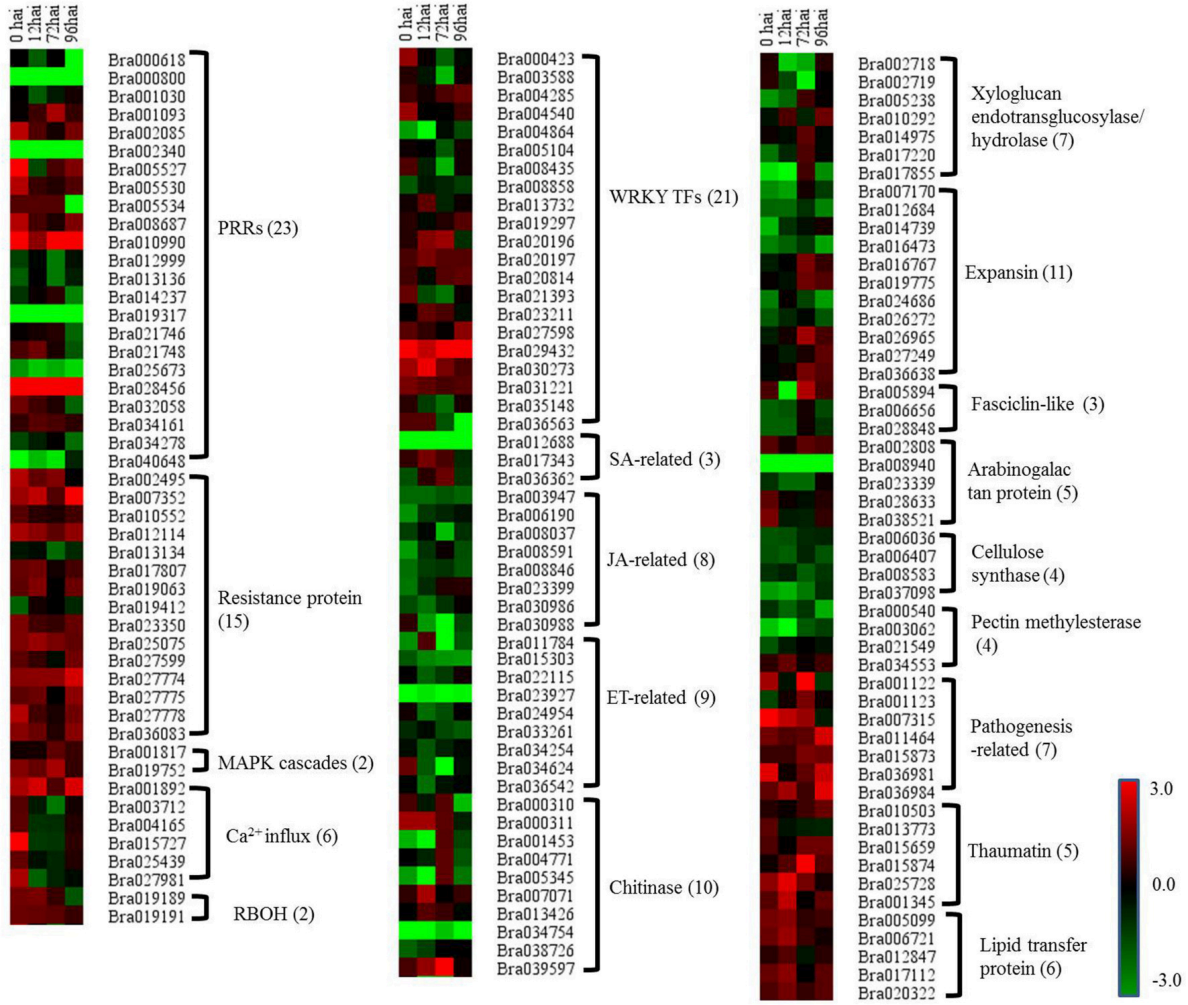
**Heat maps of differentially expressed genes for putative candidate genes assigned to clubroot-resistant genes in *B. rapa*.** R and S, resistant and susceptible genotype, respectively; hai, hours after inoculation; green indicates down-regulated DEGs, and red indicates up-regulated DEGs in CR BJN3-2 when compared to BJN3-2.

### Expression patterns of the genes in the SA, JA, and ET signaling pathways

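Of the NIM1-interacting 2 (NIMIN2) genes, Bra017343 lies on chromosome A09 from 14402338 to 14402703 and Bra036362 on chromosome A02 from 22901963 to 22903519. The log2 ratio of Bra017343 was 0.60 at 0 hai, 1.39 at 12 hai, 0.89 at 72 hai and −0.49 at 96 hai. At 12 hai it was called as up-regulated, with 122 fragments in CR BJN3-2 and 45 in BJN3-2. Bra036362 had −0.97 at 0 hai, 0.53 at 12 hai, 1.19 at 72 hai and −0.61 at 96 hai, and was called as up-regulated at 72 hai, with 155 and 69 fragments. The means over the time points, 0.60 ± 0.79 and 0.04 ± 1.00 (SD, n = 4), were smaller than the spread between time points, and the line effect had adjusted p values of 0.299 and 0.963 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).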

In the current study, there were three genes related to the SA pathway, including two up-regulated *NIM1-interaction 2* (*NIMIN2*) genes, that were components of this defense signaling pathway (Figure 5, Supplementary Table S7). In addition, a *B. rapa* gene homolog to *SUPPRESSOR OF NPR1-1* was significantly down-regulated at all four time points (Figure 5, Supplementary Table S7), while eight genes involved in JA biosynthesis and signaling (including 12-oxophytodienoatereductase 1[*OPR1*], lipoxygenases 3 *[LOX3], LOX4*, jasmonate ZIM-domain [*JAZ*], and jasmonate-associated 1[*JAS1*]) and nine genes associated with ET biosynthesis and signaling (including 1-amino-cyclopropane-1-carboxylate synthase [*ACS*], ethylene-insensitive 3 [*EIN3*], EIN3-binding box protein [*EBF*], and ethylene response factor 2 [*ERF2*]) were down-regulated in CR BJN 3-2 at different time points (Figure 5, Supplementary Table S7). These results suggested an induced SA pathway and repressed JA/ET pathway during the host–*P. brassicae* interaction.

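The homolog of SUPPRESSOR OF NPR1-1, Bra012688, annotated in full as SUPPRESSOR OF NPR1-1, CONSTITUTIVE 1, lies on chromosome A03 from 22724118 to 22737498. CR BJN3-2 had 1, 0, 1 and 11 fragments on this gene at 0, 12, 72 and 96 hai, and BJN3-2 had 1052, 1075, 1086 and 1515. The log2 ratios were −6.59 at 0 hai, −6.69 at 12 hai, −6.73 at 72 hai and −5.55 at 96 hai, and the size of such ratios is set by the pseudocount, since the counts in CR BJN3-2 are near 0. The line effect was a log2 fold change of −8.44 (standard error 0.40, adjusted p = 2.00e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in CR BJN3-2 at 4 of 4 time points. The gene lies in a stretch of chromosome A03 from 22000001 to 29000000 in which 69 of 726 tested genes passed the threshold of the line effect. Of the JA genes, OPR1 (Bra008591) had a log2 ratio of −1.89 at 0 hai (95% interval −1.99 to −1.79) and was called as down-regulated at this time point. LOX4 (Bra008037) and LOX3 (Bra030988) were called at 72 hai, with −2.13 and −3.76, the latter from 0 fragments in CR BJN3-2 and 52 in BJN3-2. The JAZ genes Bra003947, Bra006190 and Bra008846 were called at 0 hai, with −1.28, −1.80 and −1.37, and the JAZ gene Bra030986 at 12 hai, with −1.36. JAS1 (Bra023399) was called at 0 hai, with −1.40, and had log2 ratios of 0.41 at 72 hai and 0.47 at 96 hai. The 95% intervals of its fragments at these time points, −0.53 to 1.07 and −1.00 to 0.44, include 0. At 96 hai the FPKM ratio lies above its interval, and the fragments, 30 in CR BJN3-2 and 41 in BJN3-2, go the other way. Of the 7 JA genes tested, none passed the threshold of the line effect, and the lowest adjusted p was 0.0156, for Bra003947, whose mean log2 ratio was −1.11 ± 0.17 (SD, n = 4).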

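The medians of the mean log2 ratios were 0.04 ± 0.89 for the 3 SA genes, −0.84 ± 0.38 for the 8 JA genes and −0.59 ± 0.51 for the 9 ET genes (SD of the medians of the 4 time points). Among random lists of DEGs these medians stood at percentile 51.3, 6.64 and 16.2, and among lists of all expressed genes at 60.5, 0.05 and 0.19. The median of the JA genes was −1.32 at 0 hai and −0.68, −0.58 and −0.47 at 12, 72 and 96 hai. The median of the ET genes was −0.15 at 0 hai, −1.15 at 12 hai, −0.93 at 72 hai and −0.20 at 96 hai. From these SA, JA and ET genes, the paper proposes an induced SA pathway and a repressed JA/ET pathway. It gives the NIMIN2 genes as up-regulated, which were called here at 12 or 72 hai only. It gives Bra012688 and the JA and ET genes as down-regulated. Its discussion also draws on PR1, PR2, PR3 and WRKY62. How Bra012688 acts on the SA pathway was not tested here.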

### Quantitative RT-PCR validation

To confirm the results of the RNA-seq, 40 DEGs were selected for qRT-PCR assays, including 21 genes involved in resistant to *P. brassicae* and 19 genes from the model of SA, JA, and ET signal pathway (Supplementary Table S1). For all 40 DEGs, including 33 identified at 0 hai, qRT-PCR detected the same expression tendency as the RNA-seq analyses (Figure 6). It is a further indication of the high degree of reliability of the RNA-seq used in this study.

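In the RNA-seq data, 25 of the 40 genes had a log2 ratio above 0 at 0 hai and 15 below 0, and 21 were called as up-regulated and 9 as down-regulated at this time point. Of the 33 genes marked as DEGs from 0 hai, 22 had a ratio above and 11 below 0, and 30 were called. At any time point, 23 of the 40 genes were called as up-regulated and 19 as down-regulated, of which 3 were called in both directions, and 1 gene was not called. The log2 ratios ranged from −6.98, at 72 hai, to 4.36, at 0 hai. The line effect passed the threshold for 7 of the 40 genes.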

**Figure 6:**
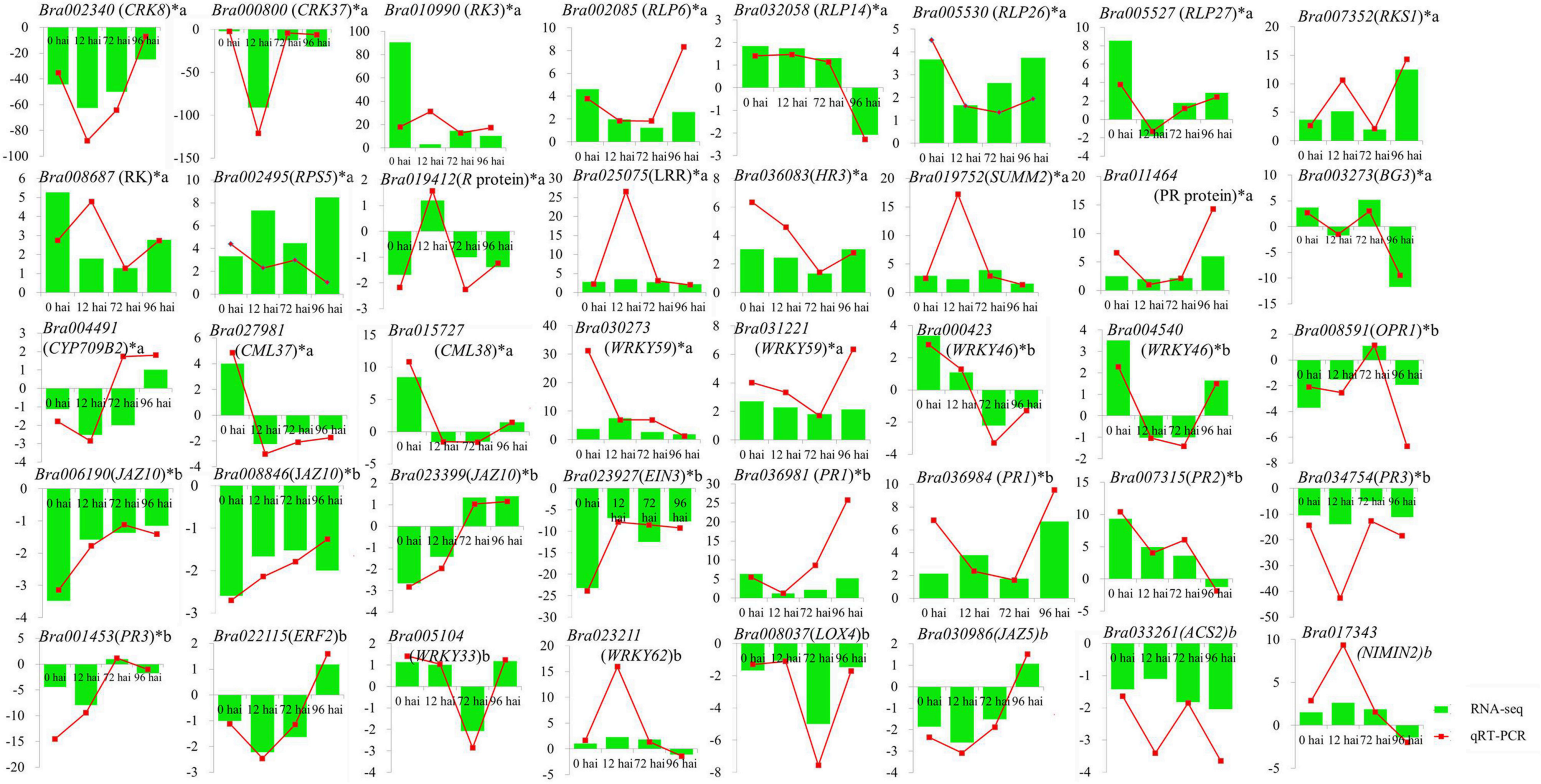
**Validation of RNA-seq data by qRT-PCR**. Forty DEGs involved in clubroot resistant and SA, JA, ET signal pathway (including 33 genes from 0 hai) were selected for validation and showed the same tendency with RNA-seq. y-axis showed the fold change between the two NILs, positive value indicated up regulated in CR BJN3-2 and negative indicated down regulated. ^*^indicated DEGs from 0 hai; a indicated DEGs involved in resistant to *P. brassicae*; b indicated DEGs from the model of SA, JA/ET signal pathway.

## Discussion

Identifying the genes that are regulated in response to *P*. *brassicae* infection represents a major challenge to understanding the basis of qualitative resistance. The use of a NIL pair carrying either the resistant or susceptible allele for the *CRb* locus in this study provided the opportunity to identify genes that exhibited differential transcript accumulation in the resistant or susceptible genotype. Compared to traditional genetic populations, NILs offer several advantages for transcriptional analyses due to the minimization of genetic background interference and enhancement of the sensitivity and accuracy of transcriptional analyses (Keurentjes et al., 2007). Although the RNA-seq data was analyzed without biological replicates, we could examine the *B. rapa* transcriptome at the early stages of *P. brassicae* infection, compares the response of susceptible and resistance lines of *B. rapa* to *P. brassicae* infection, and developed an integrated model for *B. rapa* during the early stages of *P. brassicae* infection.

A total of 3812 DEGs were detected between CR BJN3-2 and BJN3-2. Among them, more genes were detected to be differentially expressed at 0 hai. Detection of more DEGs at 0 hai were also found in potato and soybean when they were challenged by phytophthora and bacterial leaf pustule, respectively, (Kim et al., 2011; Gyetvai et al., 2012). However, it was not clear why more DEGs were detected at 0 hai. In the current study, DEGs related to the two main defense mechanisms (PTI and ETI) were investigated. One hundred and fifty one DEGs involved in PTI and ETI were found by combining data from the literature and a keyword search in the *B. rapa* genome annotation (Supplementary Table S7) and discussed below.

### Up-regulation of PR proteins in CR BJN3-2

One of the features of the defense response of plants is the production of PR proteins that are induced specifically in pathological or related situations (Van Loon and Van Strien, 1999). After inoculation with *P. brassicae*, 18 PR proteins (including 7 PR proteins, 5 thaumatin family proteins, and 6 lipid transfer proteins) were differentially regulated between CR BJN3-2 and BJN3-2 (Figure 5, Supplementary Table S7). 

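Of the 18 PR proteins, 17 were called as up-regulated in CR BJN3-2 at 1 or more time points, 11 of them at 0 hai, 8 at 12 hai, 9 at 72 hai and 9 at 96 hai. None was called as up-regulated at all 4 time points, 1 was also called as down-regulated, at 12 hai, and 12 had a positive log2 ratio at each time point. The smallest mean was that of THAUMATIN-LIKE PROTEIN 1, Bra013773 on chromosome A01 from 7710037 to 7711583, with log2 ratios of 1.02 at 0 hai, −0.23 at 12 hai, −0.35 at 72 hai and −0.42 at 96 hai, a mean of 0.01 ± 0.68 (SD, n = 4) and an adjusted p of 0.93 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); with TMM scaling the mean was −0.09. Of the 17 PR proteins tested for the line effect, 1 passed the threshold.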

All 18 PR proteins were up-regulated in CR BJN3-2 following inoculation with *P. brassicae*. This is consistent with a previous microarray analysis of *A. thaliana*, in which it was observed that several PR proteins, including thaumatin and defensins, were induced in the partially resistant line of the species (Jubault et al., 2013). Our results suggest that these PR proteins are most likely also involved in *B. rapa* resistance to *P. brassicae*.

### Pathogen perception by PRRs

The genes related to PRRs were induced in both two NILs. Among the 23 differentially expressed PRRs, 14 were induced in BJN3-2, and 9 were induced in CR BJN3-2 (Figure 5 and Supplementary Table S7). 

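Of the 23 PRRs, 8 were called as up-regulated and 13 as down-regulated in CR BJN3-2 at 1 or more time points, and 2 were not called. By time point, 6 were up-regulated and 4 down-regulated at 0 hai, 3 and 6 at 12 hai, 3 and 6 at 72 hai, and 5 and 10 at 96 hai. The largest difference was that of RECEPTOR-LIKE PROTEIN KINASE 3, Bra019317 on chromosome A03 from 25006733 to 25011047, in the same stretch of chromosome A03 as Bra012688. Its log2 ratio was −7.31 at 0 hai, −5.26 at 12 hai, −5.60 at 72 hai and −6.29 at 96 hai, from at most 2 fragments in a library of CR BJN3-2 and at least 198 in BJN3-2, and its line effect was −8.18 on the log2 scale (standard error 0.35, adjusted p = 1.65e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest absolute mean was that of RLP24, Bra021746, with a mean of −0.09 ± 0.74 (SD, n = 4), called only at 96 hai with a log2 ratio of −1.18. Of the 22 PRRs tested, 2 passed the threshold of the line effect as higher and 4 as lower in CR BJN3-2.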

The initial step in the defense response of plants to the presence of a pathogen is the conserved PAMPs detected by PRRs, resulting in PTI (Jones and Dangl, 2006). PRRs thus play a fundamental role in PTI (Shiu and Bleecker, 2001). Of note, key PRR genes triggered by PAMPs, such as brassinosteroid insensitive 1-associated kinase 1 (*BAK1*), flagellin sensing 2 (*FLS2*), chitin elicitor receptor kinase (CERK), and chitin elicitor-binding protein (CEBiP), which transduces signals that trigger PTI (Dodds and Rathjen, 2010), showed no difference between CR BJN3-2 and BJN3-2, a finding that was contrary to our expectation. Using NILs of BLP-susceptible and BLP-resistant soybeans, Kim et al. (2011) examined the response of PTI-related genes after inoculation with *Xanthomonas axonopodis* pv. *glycines* and found that PRRs such as *FLS2* and *EFR* were up-regulated at 0 hai in the resistant soybean line. Li et al. (2012) proposed that *BAK1, CEBiP*, and *CERK1*, critical genetic components of PTI, were up-regulated following inoculation with *Foc TR4* in a resistant line of banana plant. That the PTI response in *B. rapa* as a result of *P. brassicae* infection differs from the response to other pathogens leads us to speculate that perhaps PTI does not play a role in the interaction between CR BJN 3-2 and *P. brassicae*.

### Pathogen detection by NB-LRR disease resistance protein

The NB-LRR containing *R* gene is a crucial component of ETI, as it detects and binds to pathogen effectors and triggers the subsequent defense response. 

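Among the 15 genes listed as R proteins, 13 were called as up-regulated in CR BJN3-2 at 0 hai, 9 at 12 hai, 4 at 72 hai and 8 at 96 hai. A single gene, with the lowest mean log2 ratio of the group (−0.60), was called as down-regulated, at 72 hai, and a single one was not called at any time point. At all 4 time points, 3 genes were called as up-regulated, and 12 had a positive log2 ratio throughout. The largest mean was that of RESISTANCE RELATED KINASE 1, Bra007352 on chromosome A09 from 28767595 to 28768680, 1.82 ± 0.62 (SD, n = 4), with an adjusted p of 0.0224 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest absolute mean was that of the TIR-NBS-LRR gene Bra019412 on chromosome A03 from 24316410 to 24337536, in the same stretch of chromosome A03 as Bra012688, with log2 ratios of −0.74 at 0 hai, 0.25 at 12 hai, −0.02 at 72 hai and −0.46 at 96 hai. Its fragments, 66, 85, 120 and 89 in CR BJN3-2 and 136, 122, 167 and 164 in BJN3-2, gave 95% intervals below 0 at each time point and a line effect of −0.69 on the log2 scale (standard error 0.16, adjusted p = 0.0395), so that the FPKM and the fragments differ at 12 hai in the sign. The line effect passed the threshold for 4 of the 15 genes, all higher in CR BJN3-2.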

In our study, of the 15 differentially expressed R proteins between the two NILs, only two genes encoding NBS-LRR proteins were down-regulated in CR BJN3-2 compared with BJN3-2 (Figure 5, Supplementary Table S7). 

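The gene annotated as RESISTANT TO P. SYRINGAE 4, Bra027599 on chromosome A09 from 12975543 to 12980917, had log2 ratios of 1.10 at 0 hai, 0.63 at 12 hai, −0.13 at 72 hai and 1.37 at 96 hai, and was called as up-regulated at 0 and 96 hai. RESISTANT TO P. SYRINGAE 5, Bra002495 on chromosome A10 from 9233853 to 9236492, had 2.03 at 0 hai, 1.14 at 12 hai, 1.50 at 72 hai and 0.03 at 96 hai, and was called at 0, 12 and 72 hai. Neither passed the threshold of the line effect, with adjusted p values of 0.111 and 0.0684 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the SD of their ratios over the 4 time points was 0.66 and 0.84.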

Two transcripts homologous to *Arabidopsis* “*RESISTANT TO P. SYRINGAE 4*” (*RPS4*) and “*RESISTANT TO P. SYRINGAE 5*” (*RPS5*), respectively, were up-regulated at different time points in CR BJN3-2 (Supplementary Table S5). Previous work has shown that *RPS4* confers specific resistance to *Pseudomonas syringae* pv. *tomato* carrying the avirulence gene *AvrRPS4* (Gassmann et al., 1999). It was also reported that *RPS5* confers resistance to *P. syringae* strains that contain the avirulence gene *avrPphB* (Ade et al., 2007). Hence the *RPS4* and *RPS5* may be involved in the resistance interaction between *P. brassicae* and *B. rapa*. 

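HOMOLOG OF RPW8 3, Bra036083 on chromosome A09 from 25183287 to 25184032, had log2 ratios of 1.58 at 0 hai, 1.28 at 12 hai, 0.43 at 72 hai and 1.46 at 96 hai, and was called as up-regulated in CR BJN3-2 at 0 and 12 hai. The counts were lowest at 96 hai, with 16 fragments in CR BJN3-2 and 6 in BJN3-2, where the 95% interval of the log2 ratio was 0.17 to 3.24. At 0, 12 and 72 hai there were 116, 94 and 110 fragments in CR BJN3-2 and 35, 37 and 88 in BJN3-2. The adjusted p of its line effect was 0.0349 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).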

A *RPW8*-like gene encoding powdery mildew resistance protein (Wang et al., 2009a) was up-regulated in the *B. rapa* resistant NIL, as well. Taken together, our analysis suggests that the functions of *R* genes may be conserved across species and that the ETI response was more robust in CR BJN3-2 than in BJN3-2.

Previously, the *CRb* locus was narrowed to an interval of approximately 83.5 kb based on the “Chiifu-401-42” sequences located on chromosome A03 (Zhang et al., 2014). 

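On the genome version 1.2, the 15 genes of Supplementary Table S8, Bra012532 to Bra012546, span 76223 bp of chromosome A03, from 23674755 to 23750977. In the 1-Mb window of chromosome A03 that holds the interval, from 23000001 to 24000000, 9 of the 79 tested genes passed the threshold of the line effect.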

The target interval contained 15 putative genes and several classes of genes that could potentially be involved in resistance activities, including one TIR-NBS-LRR gene, one NBS–LRR gene, and several putative regulatory genes. 

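Of the 15 genes of the CRb interval, Bra012537, Bra012545 and Bra012546 had no fragment in any library, and these 3 are among 6 that had fewer than 10 fragments in each of the 8 libraries, and no difference could be measured in the 3 without fragments. Of 60 comparisons, 15 genes at 4 time points, 3 were called, in 2 genes. Bra012536, on chromosome A03 from 23718696 to 23720190, was called as up-regulated in CR BJN3-2 at 0 hai, with a log2 ratio of 1.20 (95% interval 0.44 to 2.18) and ratios of 1.00, 0.84 and 0.60 at 12, 72 and 96 hai. Bra012534, on chromosome A03 from 23737549 to 23738745, was called as down-regulated at 12 hai (−1.02) and as up-regulated at 72 hai (1.75), and its mean of 0.22 ± 1.32 (SD, n = 4) became −0.04 with a pseudocount of 1. With a pseudocount of 1, a single comparison was called. None of the 7 genes tested passed the threshold of the line effect (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest adjusted p values were 0.0102 for Bra012541, with a mean log2 ratio of −0.61 ± 0.17, 0.0246 for Bra012532, with 0.54 ± 0.19, and 0.0366 for Bra012536, with 0.91 ± 0.25 (SD, n = 4). The most fragments were counted on Bra012539, 5334 over the 8 libraries, with a mean log2 ratio of 0.08 ± 0.16. These directions are those of the deposited values, and Supplementary Table S8 as headed gives the opposite ones. With its headings of the lines exchanged, all 120 of its values equal the deposited FPKM.

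**Figure D3:**
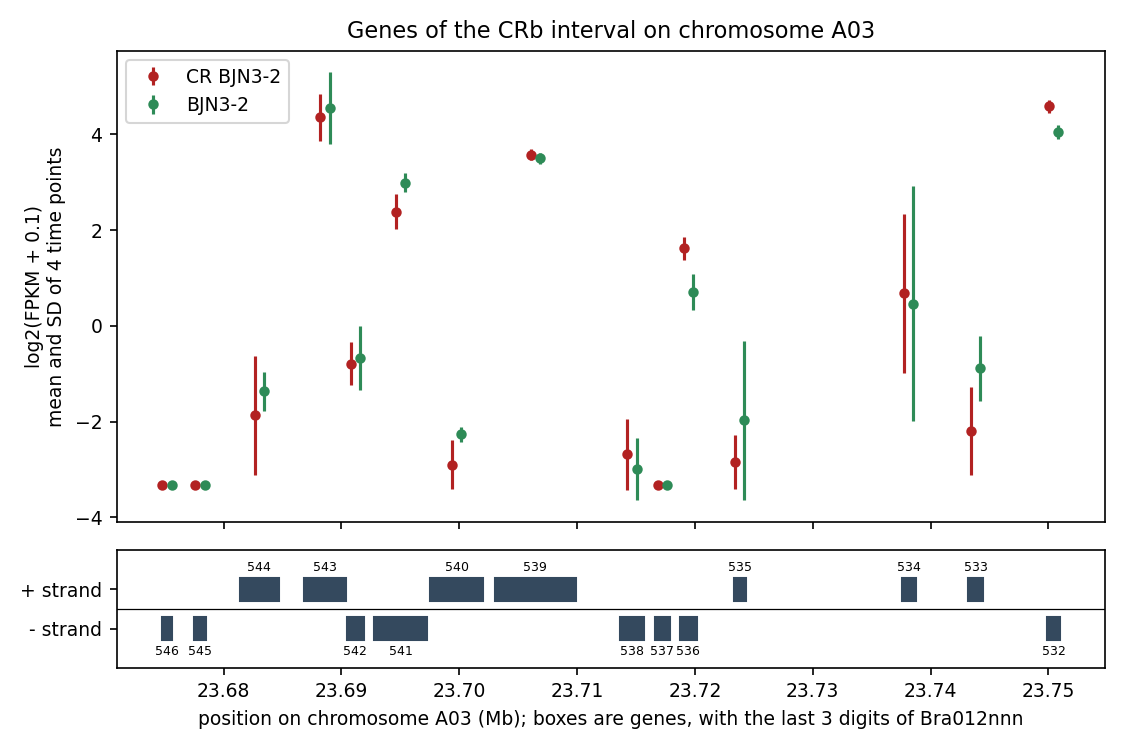
Expression of the 15 genes of the CRb interval in CR BJN3-2 (red) and BJN3-2 (green) as the mean log2 of FPKM + 0.1 over 4 time points with its SD (upper vertical axis), and the genes on both strands (lower panel), against the position on chromosome A03 in Mb. Bra012539 has nearly the same mean in both lines (mean log2 ratio 0.08).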

There was, however, no significant difference in the expression of these genes between the two NILs (Supplementary Table S8). This may be due to the instability of the translation product and the differences in sequence between the CR regions of two NILs. Further confirmation via cloning of the *CRb* gene is needed.

### Activation of MAPK cascades and WRKY transcription factors

MAPK activation is one of the earliest signaling events following pathogen detection (Ichimura et al., 2002). Seven genes (*MPK3, MPK4, MPK6, MKK1, MKK2, MKK4*, and *MKK5*) were highly expressed at all time points in both NILs and no differences in the expression of these genes were found between CR BJN3-2 and BJN3-2 with the exception of *MKK5*, which was up-regulated at 72 hai in CR BJN3-2 (Figure 5, Supplementary Table S7). 

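MKK5, Bra001817 on chromosome A03 from 18630219 to 18633581, had a log2 ratio of 1.15 at 72 hai (95% interval 0.91 to 1.39), with 68.4 FPKM in CR BJN3-2 and 30.8 in BJN3-2. At the other time points the ratio was positive and under 2-fold, with 0.25, 0.28 and 0.69 at 0, 12 and 96 hai. The adjusted p of the line effect was 0.0625 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).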

A *B. rapa* homolog of *SUPPRESSOR OF MKK1 MKK2 2* (*SUMM2*), a *R* protein encoding the coiled-coil (CC)-NB-LRR domain, was up-regulated at 0, 12, and 72 hai in CR BJN3-2. 

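SUMM2, Bra019752 on chromosome A06 from 4599425 to 4611267, had log2 ratios of 1.52 at 0 hai, 1.21 at 12 hai, 1.94 at 72 hai and 0.63 at 96 hai, a mean of 1.32 ± 0.55 (SD, n = 4). The line effect had an adjusted p of 0.0124 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the threshold of 0.01, with a higher value in CR BJN3-2 at 4 of 4 time points.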

Zhang et al. (2012b) reported that *SUMM2* becomes active when the *MEKK1-MKK1*/*MKK2-MPK4* cascade is disrupted by pathogens, supporting the hypothesis that *R* proteins evolved to protect plants when microbial effectors suppress PTI. These results suggest that although PTI were suppressed in both NILs, ETI response was more robust in the resistant NIL. *WRKY*-type transcription factors, which act in a complex defense response network as both positive and negative regulators in plant immunity (Pandey and Somssich, 2009), were then activated by the MAPK cascade. In this study, some DEGs encoding *WRKY* exhibited different expression patterns between two NILs, with *WRKY 9*, −*16*, −*19*, −*29*, −*38*, −*46*, −*53*, −*59*, and −*62* being up-regulated in CR BJN3-2 at different time points whereas *WRKY 12*, −23, −33, −*40*, −*50*, and −*75* were down-regulated (Figure 5, Supplementary Table S7). It's unclear whether the *WRKY*s acted positively or negatively in response to the presence of *P. brassicae*, and thus the role of *WRKY* in clubroot resistance need further study.

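WRKY19 (Bra029432) was called as up-regulated at all 4 time points, with a mean log2 ratio of 2.61 ± 0.82 (SD, n = 4). BJN3-2 had 0, 5, 5 and 0 fragments on it at 0, 12, 72 and 96 hai, so the pseudocount sets the size. At 0 hai its ratio was 3.28, against 0.91 with a pseudocount of 1 and 6.46 with a pseudocount of 0.01. Of the WRKY59 genes, Bra030273 was called at 0, 12 and 72 hai, with a mean of 1.75 ± 0.86, and Bra031221 at 0, 12 and 96 hai, with 1.14 ± 0.24. Of the WRKY38 genes, Bra020196 and Bra020197 were both called at 12 and 72 hai, with 1.58 and 1.83 for Bra020196 and 1.42 and 1.05 for Bra020197. WRKY16 (Bra027598) was called at 0 hai (1.02) and 96 hai (1.63), WRKY53 (Bra013732) at 12 hai (1.15), and WRKY9 (Bra004285) at 96 hai (1.28). The WRKY29 genes Bra020814 and Bra019297, the latter in the same stretch of chromosome A03 as Bra012688, were called at 96 hai, with 1.17 and 1.04. WRKY46 was called as up-regulated at 0 hai for both genes, with 1.80 for Bra004540 and 1.73 for Bra000423, and the latter was called as down-regulated at 72 hai (−1.14). WRKY23 (Bra021393) was called as up-regulated at 0 hai (1.12) and as down-regulated at 72 hai (−1.28). The WRKY40 genes Bra003588, Bra008435 and Bra035148 were called as down-regulated at 72 hai, with −2.04, −2.14 and −1.33, and so was WRKY33 (Bra005104), with −1.04. WRKY12 (Bra004864) was called at 12 hai (−3.70), WRKY75 (Bra008858) at 0 hai (−1.08) and WRKY50 (Bra036563) at 96 hai (−2.94). Of the 20 WRKY genes tested for the line effect, Bra031221 (log2 fold change 1.12, standard error 0.11, adjusted p = 0.00243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Bra020197 (log2 fold change 1.07, standard error 0.13, adjusted p = 0.00536) passed the threshold.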

### Ca^2+^ influx and respiratory burst oxidase homolog

The *B. rapa* calmodulin-like 37 (*CML 37*)-, *CML11-, CML24-*, and *CML38*-like genes were all up- regulated at 0 hai in CR BJN3-2 compared to BJN3-2 (Figure 5, Supplementary Table S7), indicating that Ca^2+^ participates in signal transduction during early-stage plant defense response. Similarly, an up-regulation of Ca^2+^-ATPase-like genes was also observed at 0 hai in soybean bacterial leaf pustule-resistance-NIL after inoculation with *X. axonopodis* pv. *glycines* (Kim et al., 2011). 

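At 0 hai the log2 ratio was 2.00 for CML37 (Bra027981), 1.84 for CML11 (Bra001892), 1.17 and 1.07 for the CML24 genes Bra025439 and Bra004165, and 3.08 and 1.03 for the CML38 genes Bra015727 and Bra003712, and all 6 were called as up-regulated. At later time points CML11 was called again at 12 hai (2.77) and 96 hai (2.72), while CML37 was called as down-regulated at 12 hai (−1.15) and Bra003712 at 72 hai (−1.41). The median of the 6 genes was 1.51 at 0 hai, −0.46 at 12 hai, −0.49 at 72 hai and 0.41 at 96 hai. None of the 6 passed the threshold of the line effect, the lowest adjusted p being 0.0171, for CML11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That test averages over the time points and cannot decide whether these genes differ at 0 hai alone.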

Calcium is an essential second messenger in the signal transduction pathways that regulate plant response to abiotic and biotic stress (Zipfel, 2009). Ca^2+^ can activate RBOH protein which was involved in the production of reactive oxygen species *in vitro* (Sagi and Fluhr, 2001). 

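The respiratory burst oxidase homologs Bra019189 and Bra019191 lie close to each other on chromosome A03, from 25791241 to 25795898 and from 25780375 to 25786187, in the same stretch as Bra012688. Bra019189 had log2 ratios of 1.31 at 0 hai, 1.37 at 12 hai, 0.66 at 72 hai and −0.97 at 96 hai, and was called as up-regulated at 0 and 12 hai. Bra019191 had 1.27 at 0 hai, 1.24 at 12 hai, 1.12 at 72 hai and 0.67 at 96 hai, and was called at 0, 12 and 72 hai. Its line effect was 1.04 on the log2 scale (standard error 0.11, adjusted p = 0.00329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold, and that of Bra019189 had an adjusted p of 0.427.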

Two Chinese cabbage genes (*Bra019189* and *Bra019191*), the putative functions of which were RBOH, exhibited up-regulation in CR BJN3-2 (Figure 5, Supplementary Table S7). This result was in agreement with previous observations in wheat, cotton, and cucumber after infection by the fusarium wilt fungal pathogen (Dowd et al., 2004), and indicated that there was a higher ROS level in the resistant NILs, which inhibited the colonization of the pathogen on the roots.

### An induced SA signal pathway and repressed JA/ET signal pathway in resistant NIL

*P. brassicae* belongs to an obligate biotrophic protist. It is believed that plant resistance to biotrophic pathogens is controlled largely by SA-mediated signaling pathways, while resistance to necrotrophic pathogens is mediated by the JA and ET signaling pathways (Glazebrook, 2005). To study whether SA-mediated pathway was also involved in the resistant mechanism to *P. brassicae* in *B. rapa*, we examined the expression pattern of SA-related DEGs. It is found that NIMIN2, *PR1*, and *PR2* were up-regulated in the current study. 

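The genes Bra036981 and Bra036984, listed in Supplementary Table S1 as pathogenesis-related protein 1, lie on chromosome A03, from 29061540 to 29110673 and from 29078851 to 29094829, so that their coordinates overlap. The log2 ratio of Bra036981 was 2.65 at 0 hai, 0.24 at 12 hai, 1.13 at 72 hai and 2.26 at 96 hai, and that of Bra036984 was 1.12 at 0 hai, 1.93 at 12 hai, 0.79 at 72 hai and 2.75 at 96 hai. For PR2, Bra007315 on chromosome A09 from 28547537 to 28548851 had 3.18 at 0 hai, 2.28 at 12 hai, 1.84 at 72 hai and −0.33 at 96 hai, and Bra015873 on chromosome A07 from 20410124 to 20419434 had 0.65 at 0 hai, 0.67 at 12 hai, 1.41 at 72 hai and 1.18 at 96 hai. The means over the 4 time points were 1.57 ± 1.10, 1.65 ± 0.88, 1.74 ± 1.49 and 0.98 ± 0.38 (SD, n = 4), each larger than its SD. None of the 4 genes passed the threshold of the line effect, with adjusted p values of 0.0807, 0.023, 0.112 and 0.0357 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).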

NIMIN2 along with nonexpresser of PR genes 1 (*NPR1*) is a master regulator of the SA-mediated induction of defense genes (Spoel et al., 2003; Koornneef and Pieterse, 2008). Our results indicated an induced SA signal pathway in CR BJN3-2 after inoculation with *P. brassicae*. Consistently, Lovelock et al. (2013) demonstrated that SA is capable of suppressing clubroot in broccoli (*Brassicae oleracea* var. *italica*). And several studies have reported that *P. brassicae* secretes a methyl transferase (*PbBSMT*) that reduces the accumulation of SA in infected roots and that the expression level of *PbBSMT* in spores and plasmodia was low, whereas transferase expression was high in clubroots of host plants (Ludwig-Müller et al., 2015; Schwelm et al., 2015). All these studies suggested that a low SA level in the host can facilitate colonization by *P. brassicae*.

Eight genes related to JA biosynthesis and signaling and nine genes associated with ET biosynthesis and signaling were down-regulated in CR BJN3-2 (Figure 5, Supplementary Table S7). 

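By time point, 5 of the 8 JA genes were called as down-regulated at 0 hai, 1 at 12 hai, 2 at 72 hai and 0 at 96 hai, and of the 9 ET genes 1 at 0 hai, 6 at 12 hai, 4 at 72 hai and 3 at 96 hai. A single ET gene was also called as up-regulated, at 0 hai. EIN3, Bra023927 on chromosome A01 from 21103283 to 21105100, was lower in CR BJN3-2 at 4 of 4 time points, with log2 ratios of −4.33 at 0 hai, −2.70 at 12 hai, −3.47 at 72 hai and −2.78 at 96 hai and a line effect of −3.38 on the log2 scale (standard error 0.29, adjusted p = 0.00141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ETHYLENE RESPONSE SENSOR 2 (Bra015303) was the other ET gene past the threshold, with −1.52 (standard error 0.20, adjusted p = 0.00692). The ACS genes Bra033261 and Bra011784 were called at 96 hai (−1.01) and 72 hai (−2.96), the latter with 2 and 30 fragments. EBF1 (Bra034254), EBF2 (Bra036542), ERF2 (Bra022115) and the ETHYLENE RESPONSIVE ELEMENT BINDING FACTOR gene Bra024954 were called at 12 hai only, with −1.03, −1.34, −1.15 and −1.30. Their adjusted p values for the line effect were 0.15, 0.304, 0.303 and 0.325, from a test that averages over the time points and does not address 12 hai alone.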

For example, *PR3* (basic chitinase) controlled by JA/ET-dependent pathways (Thomma et al., 1998) were down-regulated. 

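Of the PR3 genes, Bra034754 on chromosome A05 from 21285869 to 21291169 had log2 ratios of −3.38 at 0 hai, −3.80 at 12 hai, −2.34 at 72 hai and −3.47 at 96 hai and a line effect of −3.28 on the log2 scale (standard error 0.23, adjusted p = 6.49e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in CR BJN3-2 at 4 of 4 time points. Bra038726 was called as down-regulated at 0 hai only, with −1.20, and had a mean of −0.48 ± 0.61 (SD, n = 4). Bra001453 was called at 0 and 12 hai, with −2.13 and −2.66, from 46 fragments in CR BJN3-2 and 187 in BJN3-2 at 0 hai and 3 and 23 at 12 hai; with at most 2 fragments in a library at 72 and 96 hai, it was not tested for the line effect.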

The *WRKY62* was up-regulated in CR BJN3-2, which was demonstrated to function downstream of *NPR1* and regulate SA-mediated inhibition of JA signaling (Mao et al., 2007). 

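WRKY62, Bra023211 on chromosome A09 from 20688619 to 20689569, was called as up-regulated at 12 hai, with a log2 ratio of 1.18 (95% interval 0.86 to 1.51), and had 0.06, 0.87 and −0.15 at 0, 72 and 96 hai. Its mean of 0.49 ± 0.64 (SD, n = 4) was smaller than the spread between time points, with an adjusted p of 0.266 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).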

The *JAZ* proteins can repress the function of *EIN3/EIL1*, probably by suppressing the DNA binding of *EIN3* (Zhu et al., 2011). Based on our results, a schematic illustration of the interactions between SA and JA (Figure 7) suggested that SA signal pathway was induced in the resistant NIL. Jubault et al. (2013) also reported the occurrence of an induced SA signaling pathway and a suppressed JA/ET signaling pathway in *A. thaliana* 7 dai with *P. brassicae*. Combined with previous results, it is clear that the SA signaling pathway and not the JA/ET signaling pathway plays a critical role in host resistance to *P*. *brassicae* infection.

**Figure 7:**
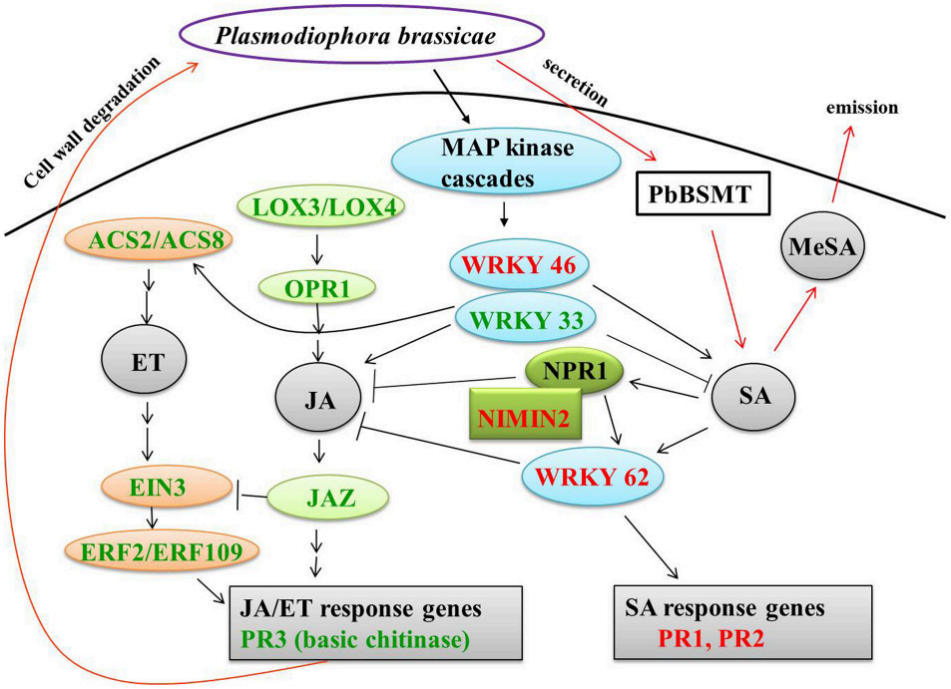
**Crosstalk between salicylic acid and jasmonate/ethylene**. Green and red coloring indicate down- and up-regulated genes, respectively, in CR BJN3-2. Black arrows, indicate results derived from the current study; red arrows, indicate results derived from other studies. ACS, 1-amino-cyclopropane-1-carboxylate synthase; EIN, ethylene-insensitive; ERF, ethylene response factor; JAZ, jasmonate-domain protein; LOX, lipoxygenase; MeSA, methyl salicylate; NIMIN, NIM1-interacting; NPR, nonexpresser of PR genes; OPR, 12-oxophytodienoate reductase; PbSMT, *P. brassicae* methyltransferase; PR, pathogenesis-related.

### Cell wall modification

We also identified DEGs related to clubroot-induced abnormal cell enlargement and uncontrolled cell division of host roots. Siemens et al. (2006) reported that genes involved in cell division and expansion, such as cell cycle genes and expansins, were up-regulated in *A. thaliana* after inoculation with *P. brassicae*. Jubault et al. (2013) reported that cell enlargement and proliferation were actively inhibited in the partial quantitative resistance response compared to the susceptible one. Consistent with these studies, our analysis showed that most of cell division and expansion related genes were down regulated in resistant NIL. 

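Of the 34 genes, 16 were called as down-regulated in CR BJN3-2 at 0 hai, 15 at 12 hai, 6 at 72 hai and 7 at 96 hai, and 2, 1, 5 and 2 were called as up-regulated at these time points. The median log2 ratio of the group was −0.78 at 0 hai, −0.71 at 12 hai, −0.14 at 72 hai and −0.08 at 96 hai. The line effect passed the threshold for 2 of the 34 genes, both lower in CR BJN3-2, of which the expansin-like B1 gene lies in the same stretch of chromosome A03 as Bra012688.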

Of the 34 genes involved in cell division and expansion identified in the current study, only 11 genes were up-regulated in the clubroot-resistant NIL at 0, 12, 72, and 96 hai, including xyloglucan endotransglucosylase/hydrolase 16 and 24, expansin 7, 12 and 18, arabinogalactan protein (AGP) 1, 2 and 14, pectin methylesterase (PME) 44, with the remaining 23 genes being down-regulated in the resistant NIL (Figure 5, Supplementary Table S7). 

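The expansin A7 genes Bra016767, Bra019775 and Bra026965 and the expansin 18 gene Bra036638 were called as up-regulated at 72 hai, with log2 ratios of 1.45, 1.34, 1.86 and 1.37. The expansin 12 gene Bra027249 was called at 96 hai, with 1.17. Of the xyloglucan endotransglucosylase/hydrolase genes, Bra014975 was called at 72 hai (1.11) and Bra010292 at 96 hai (1.33). AGP1 (Bra028633) and AGP2 (Bra038521) were called at 0 hai, with 1.09 and 1.42, and PME44 (Bra034553) at 12 hai, with 1.17. AGP14 (Bra002808) had a log2 ratio of 0.61 at 0 hai, 0.30 at 12 hai, 1.10 at 72 hai and 0.86 at 96 hai and was not called at any of them; its fragments gave 95% intervals of 0.59 to 1.44 at 0 hai, 0.13 to 0.80 at 72 hai and 0.12 to 0.58 at 96 hai, so that the FPKM ratios of 72 and 96 hai lie above them. None of the 11 genes passed the threshold of the line effect, and the lowest adjusted p was 0.0615, for PME44 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).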

Cell division and expansion were suppressed in the clubroot-resistant NIL, indicating that the abnormal cell division that results from *P. brassicae* infection was suppressed in CR BJN 3-2.

### Chitinase in *B. rapa* response to *P. brassicae* infection

We identified 10 genes related to chitinase that were differentially expressed between the two NILs. Among them, 4 chitinase-related genes (*Bra007071, Bra013426, Bra000311*, and *Bra039597*) were up-regulated. 

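Bra007071 was called as up-regulated in CR BJN3-2 at 12 hai, with a log2 ratio of 2.00, and Bra013426 at 12 hai, with 1.04. Bra000311 was called at 0, 12 and 72 hai, with 1.89, 1.91 and 1.09. Bra039597 was called at 72 hai, with 6.98, from 32 fragments in CR BJN3-2 and 0 in BJN3-2, and had 0.72, 1.62 and 0.17 at 0, 12 and 96 hai. Bra007071, Bra013426 and Bra000311 had adjusted p values of 0.156, 0.278 and 0.112 for the line effect (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Bra039597 had too few fragments to be tested.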

Chitin is main component of the cell wall in *P. brassicae* (Moxham and Buczacki, 1983) and is known to be a kind of PAMP secreted by most pathogens (Latgé and Beauvais, 2014). It is not clear whether chitin released by *P. brassicae* is PAMP, but seven chitin synthase of *P. brassicae* were found to be highly expressed during infection process (Schwelm et al., 2015). The induced chitinase might provide the evidence for the degradation of chitin secreted by *P. brassicae* although it should be confirmed further.

Five genes were down-regulated in the CR BJN3-2 genotype compared to the BJN3-2 genotype, including three PR3-type basic chitinase (Figure 5, Supplementary Table S7). 

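Besides the basic chitinase genes, Bra005345 was called as down-regulated at 0 hai, with −1.76, and at 12 hai, with −3.40, and Bra000310 at 96 hai, with −2.23. At 96 hai Bra000310 had 85.1 FPKM in CR BJN3-2 and 399 in BJN3-2, and its log2 ratio at 0 hai was 0.85.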

PR3 was controlled by JA/ET dependent pathway, and the induced PR3 exhibited the resistance to necrotrophic pathogens together with PR4 (chitinase type I and II) (Glazebrook, 2005). Down regulation of PR3 further indicated that the JA and ET pathways were not involved in the resistance to *P. brassicae* in *B. rapa*.

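The chitinase gene Bra004771, on chromosome A05 from 1759884 to 1761323, had log2 ratios of −0.02 at 0 hai, −0.41 at 12 hai, 1.14 at 72 hai and −0.99 at 96 hai. It was called as up-regulated in CR BJN3-2 at 72 hai (95% interval 0.63 to 1.71), and its ratio at 96 hai (95% interval −1.14 to −0.85) was just under 2-fold. The mean of −0.07 ± 0.90 (SD, n = 4) was smaller than the spread between time points.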

The chitinase gene *Bra004771* was up regulated at 72 hai, but down regulated at 96 hai in CR BJN3-2. There are also several reports showing that different types of chitinase operate against different pathogens in different plant species (Tabei et al., 1998; Takatsu et al., 1999; Datta et al., 2001; Rohini and Rao, 2001; Kishimoto et al., 2002; Takahashi et al., 2005). As such, the role that different chitinase subfamilies play in the interaction between *P. brassica* and *B. rapa* need to be investigated further.

## Conclusion

In this study, we first investigated the transcriptome response in the roots of clubroot-resistant and clubroot-susceptible NILs of *B*. *rapa* during the early stages of *P. brassicae* infection. A total of 3812 differentially expressed genes were identified. The up-regulation of resistance protein-coding genes, SA-related genes and PR genes demonstrated that these components play a role in the interaction between *B. rapa* and *P. brassicae*. At the same time, our results also showed that the genes involved in the uncontrolled cell division and expansion that are induced by clubroot were suppressed to a greater extent in resistant NIL than in susceptible NIL. The present work revealed that many genes are differentially expressed between clubroot-resistant and clubroot-susceptible NILs when responding to *P. brassicae* infection, greatly expanded the vision of the genetic basis and improved our understanding of the molecular mechanisms underlying *B. rapa* resistance to *P. brassicae*.

## Author contributions

JC analyzed the data, performed the experiments, and drafted the manuscript. WP participated in the data analysis and helped to draft the manuscript. BC helped analyzed the data. CZ contributed analysis tools and helped to draft the manuscript. ZP conceived the study, participated in its coordination, and helped to draft the manuscript. All authors have read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome Analysis of Brassica rapa Near-Isogenic Lines Carrying Clubroot-Resistant and –Susceptible Alleles in Response to Plasmodiophora brassicae during Early Infection
**Source:** Front Plant Sci. 2016 Jan 5;6:1183. doi: 10.3389/fpls.2015.01183
**Supplement:** Figure S1 — Disease symptoms in CR BJN3-2 and BJN3-2 30 days after P. brassicae inoculation. There were no visible clubs on the CR BJN3-2 (left), but severe clubbing occurred on the main roots and lateral roots of BJN3-2 (right).

***Supplementary Materials***

**Transcriptome analysis of *Brassica rapa* near-isogenic lines carrying clubroot-resistant and –susceptible alleles in response to *Plasmodiophora brassicae* during early infection**

**Jingjing Chen^1†^, Wenxing Pang^1†^, Bing Chen^2^, Chunyu Zhang^3*^ and Zhongyun Piao^1*^**

^†^Jingjing Chen and Wenxing Pang contributed equally to this work

Chunyu Zhang: 

**Supplementary Tables**

**Supplementary Table S1:** Gene information and primer sequence for qRT-PCR

| **Gene ID** | **Annotation** | **Forward primer 5’ 3’** | **Reverse primer 5’ 3’** |
| --- | --- | --- | --- |
| Bra002340 ^a^ | CRK8 | GATGCTACCGAGTTCAGA | TGTTCCTTTCACATACCG |
| Bra000800^a^ | CRK37 | GCTGCTTCTACGGCTGAC | CGACCAACTCCACCTCCT |
| Bra010990 ^a^ | RECEPTOR KINASE 2, RK2 | ATGAACCCGCTCAAGTCT | ACATTCCTCCAAACCCAC |
| Bra002085 ^a^ | RECEPTOR LIKE PROTEIN 6, RLP6 | GTTGCCATCTGATTACTT | GTGCCATTGATACTCCTTTA |
| Bra032058 ^a^ | RECEPTOR LIKE PROTEIN 14, RLP14 | GTTGGTTTGCTTGGCTTTA | AGGCTCCCGACAATAGGT |
| Bra005530 ^a^ | RECEPTOR LIKE PROTEIN 26, RLP26 | GCCCATACCCTATAACCA | CCACAAGGACCACAGTTT |
| Bra005527 ^a^ | RECEPTOR LIKE PROTEIN 27, RLP27 | CAGATTCTACGGTCCTAT | ATTTCGTTGTAGTCTCCC |
| Bra007352 ^a^ | RESISTANCE RELATED KINASE 1, RKS1 | TACCAGGTGAAGTATGTATCGG | GCAAAGTGGAGACGAGCA |
| Bra008687 ^a^ | receptor serine/threonine kinase, putative | AATGAAACTCGTGGACTC | CTTGACTTTGGCATAACT |
| Bra002495 ^a^ | RESISTANT TO P. SYRINGAE 5, RPS5 | AAGAGGAAAGCCAGAAGG | TTTGTTGGTGATGGGACT |
| Bra019412 ^a^ | disease resistance protein (TIR-NBS-LRR class) | ATCGGTCCCAAACTCATA | TCCTCACCTTTACCCTCA |
| Bra025075 ^a^ | leucine-rich repeat family protein | CAGCAGGAAGTGATGAAG | TTCGGACAGCAATCTATG |
| Bra036083 ^a^ | HOMOLOG OF RPW8 3, HR3 | ATGCCGATTGGTGAGGTT | TTCTGCGTCTGAGTTCTG |
| Bra019752 ^a^ | SUMM2, SUPPRESSOR OF MKK1 MKK2 2 | TGACAGGGTGGTGAAATG | AAATCCTTGAGACCGTTG |
| Bra011464 ^a^ | pathogenesis-related protein, putative | GAAATGTGGGTGAAGGAG | CGGGAGGATCATAGTTGC |
| Bra003273 ^a^ | BETA-1,3-GLUCANASE 3, BG3 | CGAGGCATTAGTGGGTTT | AGTGGACGGTGAAGTGAA |
| Bra004491 ^a^ | CYP709B2 | GGTATTGATTGGGTTCGT | CTGTTTGCTCCACTCCTC |
| Bra027981 ^a^ | CALMODULIN LIKE 37, CML37 | AACTGCGTCAGCCTCTTG | TACCGTCTTCTCCTTCCATC |
| Bra015727 ^a^ | CALMODULIN-LIKE 38, CML38 | CTTTCGTGAAGTTCTGTC | CAGCCTCTAAGTCTTTGTTC |
| Bra030273 ^a^ | WRKY59 | GAGAATCACTCACCCACCTT | TCGGTTTCTTGCCGTATT |
| Bra031221 ^a^ | WRKY59 | ACGGATACAAATGGAGGA | AGAAGGGCTTGGGTGGTT |
| Bra000423 ^ab^ | WRKY46 | TCCTCCGCATTTACCAGA | CTCCAGCAATAACCATCATCAA |
| Bra004540 ^ab^ | WRKY46 | AAGTGAAGTATGTCGGGAGC | CGTAGTCGCAGCAGGAGA |
| Bra008591 ^ab^ | OPR1 | ACTGACGAATACGGTGGA | AAGTGCTAACGCTTGTGG |
| Bra006190 ^ab^ | JAZ10 | CTTCGGTTCCGTCTACTC | GTCTTTCTTTGGTGCTGT |
| Bra008846 ^ab^ | JAZ10 | TAACCCTTCCGATACCTC | GAGACGGTCCCATTGTAG |
| Bra023399 ^ab^ | JAZ10 | ACGCTCCAAAGCCCAAGT | TAGCACCAGAAGCCAACA |
| Bra023927 ^ab^ | EIN3, ETHYLENE-INSENSITIVE3 | TGATTATGATTCCGCCAAGC | AAGCGAGCAACTCCCACC |
| Bra036981 ^ab^ | pathogenesis-related protein 1, putative | AACCCATCTCGAAACCTA | GTCTCGTCCCACGCTAAA |
| Bra036984 ^ab^ | pathogenesis-related protein 1, putative | CTCGCCGTGATGTTGGTG | ACGCCCGCCTGATTTAGT |
| Bra007315 ^ab^ | PATHOGENESIS-RELATED PROTEIN 2, PR2 | TGACGACCCATACTCTTACA | CACCACGATTTCCAACGAC |
| Bra034754 ^ab^ | BASIC CHITINASE,PR3 | AGTGTAACAGCCCGATTC | ATGGATGTGGGTATGACG |
| Bra001453 ^ab^ | BASIC CHITINASE, PR3 | AGCATCATTGGTCCTCGTC | CATGTTGAAGGTGGGTGG |
| Bra022115 ^b^ | ERF2, ETHYLENE RESPONSE FACTOR- 2 | GGTGGAGAAACCGAAGGC | CGTCCCTAACCAAACCCTC |
| Bra005104 ^b^ | WRKY33 | CAAACAGACTGGCACAAG | AGCGTAACCAATAGACCC |
| Bra023211 ^b^ | WRKY62 | ACAAACGACCAGAAATGC | TGTTGATGGGTAGAGGAAT |
| Bra008037 ^b^ | LIPOXYGENASE 4, LOX4 | ATAGACGCAACCTCCCACT | TAAACGGCTCCAAACACG |
| Bra030986 ^b^ | JAZ5 | AGCCAAGCCTGTGACTGA | CTGTGGGTTCGTTGAGAT |
| Bra033261 ^b^ | ACS2 | CTTGAGGTGGCGTACAGG | AAGACGGTGGCAGCATAG |
| Bra017343 ^b^ | NIM1-INTERACTING 2, NIMIN-2 | ACGGAGGAAGAGGTGGAT | GTAGCCCGACCCGATTTA |

**Note:** ^a^ indicated DEGs from 0 hai, ^b^ indicated DEGs from the model of SA, JA and ET signal pathway.

# Supplementary material for: Transcriptome Analysis of Brassica rapa Near-Isogenic Lines Carrying Clubroot-Resistant and –Susceptible Alleles in Response to Plasmodiophora brassicae during Early Infection
**Source:** Front Plant Sci. 2016 Jan 5;6:1183. doi: 10.3389/fpls.2015.01183
**Supplement:** Figure S1 — Disease symptoms in CR BJN3-2 and BJN3-2 30 days after P. brassicae inoculation. There were no visible clubs on the CR BJN3-2 (left), but severe clubbing occurred on the main roots and lateral roots of BJN3-2 (right).

***Supplementary Materials***

**Transcriptome analysis of *Brassica rapa* near-isogenic lines carrying clubroot-resistant and –susceptible alleles in response to *Plasmodiophora brassicae* during early infection**

**Jingjing Chen^1†^, Wenxing Pang^1†^, Bing Chen^2^, Chunyu Zhang^3*^ and Zhongyun Piao^1*^**

^†^Jingjing Chen and Wenxing Pang contributed equally to this work

Chunyu Zhang: 

**Supplementary Tables**

**Supplementary Table S2. Statistics of the sequenced reads and comparison to the *B. rapa* reference genome**

| Sample | Time Point  (hours after inoculation) | Total Reads | GC Percentage | Q30 Percentage | Unique Mapping Reads | Multi Mapping Reads | Mapped  Reads (%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Resistant NIL | 0 | 45191092 | 48.17% | 82.80% | 34566592 | 800945 | 78.26% |
| (CR‘BJN3-2’) | 12 | 46364706 | 48.06% | 83.26% | 35638730 | 858701 | 78.72% |
|  | 72 | 38744502 | 48.14% | 82.46% | 29511904 | 706076 | 77.99% |
|  | 96 | 46969054 | 47.85% | 83.26% | 35993847 | 856350 | 78.46% |
| Susceptible NIL | 0 | 43490090 | 48.24% | 82.32% | 32990187 | 742356 | 77.56% |
| (‘BJN3-2’) | 12 | 45197498 | 48.07% | 82.84% | 34551936 | 800605 | 78.22% |
|  | 72 | 41472532 | 47.99% | 81.79% | 31111934 | 735970 | 76.79% |
|  | 96 | 52940536 | 47.72% | 82.98% | 40401873 | 953275 | 78.12% |

# Supplementary material for: Transcriptome Analysis of Brassica rapa Near-Isogenic Lines Carrying Clubroot-Resistant and –Susceptible Alleles in Response to Plasmodiophora brassicae during Early Infection
**Source:** Front Plant Sci. 2016 Jan 5;6:1183. doi: 10.3389/fpls.2015.01183
**Supplement:** Figure S1 — Disease symptoms in CR BJN3-2 and BJN3-2 30 days after P. brassicae inoculation. There were no visible clubs on the CR BJN3-2 (left), but severe clubbing occurred on the main roots and lateral roots of BJN3-2 (right).

***Supplementary Materials***

**Transcriptome analysis of *Brassica rapa* near-isogenic lines carrying clubroot-resistant and –susceptible alleles in response to *Plasmodiophora brassicae* during early infection**

**Jingjing Chen^1†^, Wenxing Pang^1†^, Bing Chen^2^, Chunyu Zhang^3*^ and Zhongyun Piao^1*^**

^†^Jingjing Chen and Wenxing Pang contributed equally to this work

Chunyu Zhang: 

**Supplementary Tables**

**Supplementary Table S6:** **Functional annotation of DEGs in five public databases**

| Time point | DEGs in nr | DEGs in SwissProt | DEGs in COG | DEGs in KEGG | DEGs in GO |
| --- | --- | --- | --- | --- | --- |
| 0 hai | 1931 | 1538 | 768 | 435 | 1805 |
| 12 hai | 1472 | 1175 | 544 | 321 | 1358 |
| 72 hai | 1449 | 1119 | 558 | 345 | 1336 |
| 96 hai | 1330 | 1035 | 504 | 306 | 1217 |
| total | 3573 | 2815 | 1034 | 788 | 3355 |

# Supplementary material for: Transcriptome Analysis of Brassica rapa Near-Isogenic Lines Carrying Clubroot-Resistant and –Susceptible Alleles in Response to Plasmodiophora brassicae during Early Infection
**Source:** Front Plant Sci. 2016 Jan 5;6:1183. doi: 10.3389/fpls.2015.01183
**Supplement:** Figure S1 — Disease symptoms in CR BJN3-2 and BJN3-2 30 days after P. brassicae inoculation. There were no visible clubs on the CR BJN3-2 (left), but severe clubbing occurred on the main roots and lateral roots of BJN3-2 (right).

***Supplementary Materials***

**Transcriptome analysis of *Brassica rapa* near-isogenic lines carrying clubroot-resistant and –susceptible alleles in response to *Plasmodiophora brassicae* during early infection**

**Jingjing Chen^1†^, Wenxing Pang^1†^, Bing Chen^2^, Chunyu Zhang^3*^ and Zhongyun Piao^1*^**

^†^Jingjing Chen and Wenxing Pang contributed equally to this work

Chunyu Zhang: 

**1. Supplementary Figures:**

**Supplementary Table S7:** List of putative resistance genes involved in clubroot resistant.

# Supplementary material for: Transcriptome Analysis of Brassica rapa Near-Isogenic Lines Carrying Clubroot-Resistant and –Susceptible Alleles in Response to Plasmodiophora brassicae during Early Infection
**Source:** Front Plant Sci. 2016 Jan 5;6:1183. doi: 10.3389/fpls.2015.01183
**Supplement:** Figure S1 — Disease symptoms in CR BJN3-2 and BJN3-2 30 days after P. brassicae inoculation. There were no visible clubs on the CR BJN3-2 (left), but severe clubbing occurred on the main roots and lateral roots of BJN3-2 (right).

***Supplementary Materials***

**Transcriptome analysis of *Brassica rapa* near-isogenic lines carrying clubroot-resistant and –susceptible alleles in response to *Plasmodiophora brassicae* during early infection**

**Jingjing Chen^1†^, Wenxing Pang^1†^, Bing Chen^2^, Chunyu Zhang^3*^ and Zhongyun Piao^1*^**

^†^Jingjing Chen and Wenxing Pang contributed equally to this work

Chunyu Zhang: 

**Supplementary Table S8:** Expression levels of fifteen candidate clubroot resistance genes at *CRb* locus.

| **Gene Names** | Susceptible (S) NIL | | | |  | Resistant (R) NIL | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | 0 hai* | 12 hai | 72 hai | 96 hai |  | 0 hai | 12 hai | 72 hai | 96 hai |
| Bra012532 | 27.41 | 23.29 | 23.33 | 22.13 |  | 16.31 | 15.65 | 19.22 | 14.99 |
| Bra012533 | 0.34 | 0.08 | 0.19 | 0.00 |  | 0.37 | 0.66 | 0.71 | 0.20 |
| Bra012534 | 2.27 | 3.28 | 2.76 | 0.19 |  | 3.86 | 6.75 | 0.75 | 0.06 |
| Bra012535 | 0.00 | 0.09 | 0.10 | 0.00 |  | 0.00 | 0.98 | 0.29 | 0.00 |
| Bra012536 | 2.52 | 3.74 | 2.76 | 2.98 |  | 1.04 | 1.82 | 1.50 | 1.93 |
| Bra012537 | 0.00 | 0.00 | 0.00 | 0.00 |  | 0.00 | 0.00 | 0.00 | 0.00 |
| Bra012538 | 0.00 | 0.13 | 0.16 | 0.00 |  | 0.00 | 0.00 | 0.15 | 0.00 |
| Bra012539 | 12.13 | 11.58 | 10.74 | 13.09 |  | 10.03 | 11.75 | 11.33 | 11.89 |
| Bra012540 | 0.00 | 0.11 | 0.00 | 0.06 |  | 0.11 | 0.14 | 0.10 | 0.09 |
| Bra012541 | 6.55 | 5.21 | 5.63 | 3.55 |  | 8.90 | 8.05 | 8.32 | 6.46 |
| Bra012542 | 0.28 | 0.54 | 0.71 | 0.46 |  | 0.41 | 0.75 | 0.90 | 0.26 |
| Bra012543 | 25.97 | 22.50 | 23.78 | 12.33 |  | 36.29 | 30.34 | 24.32 | 11.12 |
| Bra012544 | 0.13 | 0.04 | 0.86 | 0.08 |  | 0.43 | 0.26 | 0.33 | 0.17 |
| Bra012545 | 0.00 | 0.00 | 0.00 | 0.00 |  | 0.00 | 0.00 | 0.00 | 0.00 |
| Bra012546 | 0.00 | 0.00 | 0.00 | 0.00 |  | 0.00 | 0.00 | 0.00 | 0.00 |

*** hours after inoculation**

How the deposited data were processed for this re-analysis (not part of the article)

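RNA was sequenced from the roots of the resistant line CR BJN3-2 and the susceptible line BJN3-2 at 0, 12, 72 and 96 hai with P. brassicae. The roots of 30 plants from 3 biological replicates were pooled into 1 library per line and time point, so the 8 libraries hold no replicate of a line at a time point. No mock-inoculated library is among the 8, so time and infection cannot be told apart within a line. The microscopy, the disease assessment and the qRT-PCR measurements were not analysed here.

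The authors mapped 100-bp paired-end reads to the B. rapa genome version 1.2 with TopHat and deposited the raw counts of fragments per gene, which carry no normalization. The authors also deposited FPKM values, which the paper calls RPKM. For most genes these FPKM are higher than the raw fragments over the listed gene length and the summed fragments give, more so for short genes, and how the length and the total were set is not stated in the paper's text. In 15955 of 15968 values compared (99.9%), the FPKM equal those of Supplementary Table S3. The tests had been planned for RPKM or counts, and the counts and FPKM were used; a column of normalized counts was not used. The program that counted the fragments and the assembly of the 2907 added loci are not stated in the paper's text. Gene names and groups were taken from Supplementary Tables S1, S7 and S8, and positions from the deposited values.

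Log2 ratios of CR BJN3-2 over BJN3-2 were computed from FPKM + 0.1 at each time point, and averaged over the 4 time points with their SD. DEGs of a time point were called with a two-sided Fisher's exact test on the raw fragments of the 2 libraries (the gene's fragments against all others), a Benjamini-Hochberg adjusted p under 0.01 and at least a 2-fold ratio, with no filter on low genes, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The same rule was used for the change since 0 hai within each line. These calls describe the libraries, and no p-value from them is given. The paper's methods name EBSeq, which was not run.

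The line effect was fitted to the raw counts with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test) with the time point as a block, 4 libraries per line, and Benjamini-Hochberg adjustment over 27601 genes. The threshold was an adjusted p under 0.01 and at least a 2-fold change. Since each line has 1 library per time point, the spread in this fit is that of the line difference between time points. The common biological coefficient of variation was 0.151.

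The groups of Supplementary Table S7 were described by the median over genes of the mean log2 ratio, and set against 10000 random lists of DEGs of the same size, matched on mean expression in 10 bins. Genes are not replicates, so no p-value is given for them. Line effect genes were counted in 1-Mb windows of chromosomes A01 to A10 and compared with 10000 random draws of tested genes matched on expression, a window being in excess above the 99th percentile of the draws. Dixon's test was applied to the 4 time points of each named gene.

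Between 14046763 and 19162699 fragments per library were counted, and 3 fragments, the smallest number taken as detectable, correspond to 0.157 to 0.214 CPM. The 95% intervals of log2 ratios are exact Clopper-Pearson intervals of the fragments in the 2 libraries. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

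The comparisons between lines and between time points, their tests and thresholds, the alternatives and the rule for naming genes were set before the data were examined. The tests of position, of depth, of the most abundant loci and of the headings of Supplementary Table S8 were chosen later. The text names every gene that the sentence beside a passage names, with the identifiers of Supplementary Tables S1, S7 and S8, or else the genes with the largest and the smallest absolute mean log2 ratio of a group, and the 3 genes with the largest positive and the 3 with the largest negative line effect among those past the threshold and changed the same way at the 4 time points. The alternatives were a pseudocount of 1 or 0.01, TMM scaling of the raw fragments over the listed gene length in place of the deposited FPKM, a filter on FPKM of at least 1, a negative binomial test with the dispersion of the blocked fit, a 2-fold change with no test, an adjusted p under 0.05, DESeq2 1.42.0, limma 3.58.1 on log2 of FPKM + 0.1, no time block, no filter, no fold-change limit, lists of all expressed genes, and leaving out each time point in turn. Figures were drawn with matplotlib 3.10.9.

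The methods were tested on simulated data with 200 changed genes. The planted changes were all larger than 2-fold, the same at every time point, and only in genes that passed edgeR's filter. The numbers found therefore do not tell how many smaller changes would be missed. They also do not tell how often the line effect misses a change at a single time point. The edgeR fit found 189 of them and called 2 unchanged genes, DESeq2 found 189 and called 3, and limma found 173 and called 1. With counting error only, the calls of a time point found between 184 and 187 of the 200 genes and called at most 1 unchanged gene. With the spread between time points added, they found between 183 and 189 and called between 592 and 701 unchanged genes. The negative binomial test found between 141 and 153 and called between 4 and 8 unchanged genes. Of 2 windows with planted line effect genes, 2 were found.

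The genes BAK1, FLS2, CERK and CEBiP, and the MAPK genes other than MKK5 and SUMM2, carry no identifier in the paper's text or the supplements at hand and are not reported here. The GO, COG and KEGG groups and the exon, intron and intergenic shares of the reads were not analysed here.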

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

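The test that compares windows outside chromosome A03 with draws from outside it was chosen only after the windows had been seen, and the other tests of position before.

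In 6 of 109 groups of 4 time points, either the log2 ratios of a gene named in the text or a measure of the libraries of a line, a single time point lay far from the other 3 by Dixon's test, where about 1 in 20 groups, or 5.45 of 109, is what chance gives. All 6 were genes, and their time points are spread over 0 hai (1), 12 hai (2), 72 hai (1) and 96 hai (2). Bra012688 had a log2 ratio of −5.55 at 96 hai, where CR BJN3-2 had 11 fragments against 0 or 1 at the other time points. Bra036542 (EBF2) had −1.34 at 12 hai, and Bra013773 had 1.02 at 0 hai. Bra012538, with at most 1 fragment in any library, had 1.19 at 12 hai, and Bra012542 had 0.64 at 96 hai, from 11 and 7 fragments. Bra007967 had −6.43 at 72 hai. With 1 library per line and time point, no technical or biological explanation was tested for these values.

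Called in opposite directions between the lines at different time points were 263 loci, 5 of them named in the text. Bra021393 (WRKY23) had a log2 ratio of 1.12 at 0 hai and −1.28 at 72 hai, Bra000423 (WRKY46) 1.73 and −1.14, Bra027981 (CML37) 2.00 at 0 hai and −1.15 at 12 hai, Bra003712 (CML38) 1.03 at 0 hai and −1.41 at 72 hai, and Bra012534 of the CRb interval −1.02 at 12 hai and 1.75 at 72 hai. The difference between the time points was not tested, since each has 1 library per line. With the negative binomial test in place of Fisher's exact test, 0 loci were called in both directions. The dispersion of that test counts a line difference that changes between time points as spread. It therefore works against such calls, and the 0 does not tell whether the opposite directions are real.

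The paper does not report where on the chromosomes the differences lie. Of 260 windows of 1 Mb, 9 held an excess of line effect genes, where the median of the random draws was 1 and 1 of 10000 draws had as many. Of these windows, 7 join into a stretch of chromosome A03 from 22000001 to 29000000, which includes the CRb interval and both neighbouring windows, 1 lies on chromosome A01 from 11000001 to 12000000 and 1 on chromosome A05 from 10000001 to 11000000. In the stretch of chromosome A03, 69 of 726 tested genes (9.50%) passed the threshold, 42 lower and 27 higher in CR BJN3-2, against 504 of 25899 (1.95%) elsewhere. These bounds were set from the windows themselves, so the shares describe them and are no test. Bra012688, Bra012684, Bra019317, Bra019366 and Bra019191 lie in the stretch. A candidate explanation, donor segments kept in CR BJN3-2 around and beyond the CRb interval, would give more windows in excess than random draws, with the interval's window or its neighbours among them, and the 9 windows are of this kind. By the paper's methods, the CRb gene of CR BJN3-2 was brought in from the donor line CR Shinki DH, so donor sequence at this locus is part of the design. How far it reaches was not measured here. The paper's SSR genotyping, not analysed here, recovered 100% of the genome of BJN3-2. The paper's text does not give the positions of these markers, so they cannot exclude donor segments between them. A donor segment would also mean that a difference of a gene in this stretch may come from its own allele and not from the response to P. brassicae.

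Chromosome A03 does not carry the differences alone, since 444 of the 573 line effect genes lie on the other chromosomes. Whether these also lie close together cannot be told: 2 windows outside chromosome A03 were in excess, and 35.3% of draws from outside it had as many. The share of line effect genes lower in CR BJN3-2 was 64.6% inside the windows (53 of 82) and 72.9% outside (358 of 491). Since the haplotype of either line may differ from the reference genome, this share does not tell whether fragments of a diverged haplotype were lost. With runs of neighbouring genes changed in the same direction counted as 1 gene, 4 windows stayed in excess, all on chromosome A03 and 3 of them joined from 22000001 to 25000000, and 4.63% of draws had as many. Counting runs as 1 gene lowers the number of windows whether donor segments or tandem arrays bring the genes together, and paralogs were not measured, so the pattern cannot be told apart from fragments shared between paralogs in tandem arrays. GC content and contamination were not tested.

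Among the loci that the authors added to the annotation, 118 passed the threshold of the line effect, 43 higher and 75 lower in CR BJN3-2. These are 6.28% of the 1880 added loci tested, against 1.87% (481) of the 25721 annotated genes tested. The text of the paper does not discuss these loci, and the deposited values give no annotation for them. No technical or biological explanation was tested for this difference.

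The paper compares the lines and not the time points. Between 0 and 96 hai, 864 loci were called as up-regulated and 1286 as down-regulated in both lines, and 55 in opposite directions. At 12 hai the numbers were 126, 464 and 88, and at 72 hai 194, 594 and 110. Each count rests on 1 library per line and time point, no mock-inoculated library was analysed here, and time and infection cannot be told apart. No explanation was tested.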

How the results depend on the processing

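None of the alternatives below was chosen after the results were seen.

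The 12 numbers of DEGs, up- and down-regulated at each time point, at any and at all time points, stayed within 1.5 times their value with a pseudocount of 1 or 0.01, TMM scaling, the FPKM filter and an adjusted p under 0.05. They changed with the test. With the negative binomial test, 155 loci were up-regulated and 371 down-regulated at 0 hai, 127 and 382 at 12 hai, 125 and 316 at 72 hai, 122 and 395 at 96 hai, 298 and 583 at any and 38 and 197 at all time points. With a 2-fold change and no test, the numbers were 3011 and 3415, 2511 and 3204, 2922 and 3003, 2605 and 2956, 7247 and 7254, and 235 and 791. The negative binomial test takes its spread from the 4 time points, and the cause of the change was not tested further.

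For the line effect, DESeq2 gave 392 higher and 670 lower genes in CR BJN3-2, limma 109 higher, the fit with no time block 89 higher, an adjusted p under 0.05 gave 445 higher and 738 lower, and no fold-change limit 294 higher. Across the 4 fits that each left out 1 time point, between 43 and 69 genes were higher and between 155 and 214 lower; the cause was not tested. The other 5 numbers, limma's, the unblocked fit's and the unlimited lower genes and both numbers with no filter, stayed within 1.5 times. More genes were lower than higher in each of these fits. Of 112 values of the line effect for 14 named genes under these alternatives, 83 stayed past the threshold and 29 did not, 22 of them in fits that left out a time point, 6 with no time block and 1 with limma, and none changed direction.

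Of the numbers of loci changed since 0 hai, 11 of 12 stayed within 1.5 times with a pseudocount of 1, and the number up-regulated in CR BJN3-2 at 12 hai became 267. With a 2-fold change and no test, CR BJN3-2 had 1864 up- and 2597 down-regulated loci at 12 hai, 2550 and 2724 at 72 hai and 3351 and 3564 at 96 hai, and BJN3-2 had 2556 and 2936, 2787 and 3371, and 3720 and 4012; the cause was not tested.

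Among the groups of Supplementary Table S7, the percentile of the PRRs was 4.22 and that of the chitinases 13.6 against lists of all expressed genes, and the other 10 percentiles moved by less than their SD over the time points. With a pseudocount of 0.01 and with TMM scaling, 1 of the PR proteins had a mean below 0. When each time point was left out in turn, the WRKY factors with a mean below 0 numbered from 3 to 9, the genes of Ca2+ influx above 0 from 1 to 6 and below 0 from 0 to 5, the SA genes above 0 from 1 to 2 and below 0 from 1 to 2, the JA genes above 0 from 0 to 1 and the PR proteins below 0 from 0 to 2. The median of the PR proteins ranged from 0.96 to 1.12 and that of the chitinases from −0.51 to 0.38 in these fits, and the cause was not tested. Other medians moved by less than their SD but changed sign. That of the genes of Ca2+ influx went from 0.16 to −0.25 without 0 hai. That of the SA genes went from 0.04 to −0.13 without 12 hai and to −0.35 without 72 hai. That of the PRRs went from −0.25 to 0.004 without 96 hai.

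In the CRb interval, a pseudocount of 1 left 1 gene called as up-regulated and 0 as down-regulated, and a 2-fold change with no test gave 4 and 5. With the FPKM as deposited, TMM scaling and a pseudocount of 0.01, the numbers were 2 and 1; the cause was not tested.

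With a pseudocount of 1, the means of 16 of 104 named genes moved by more than the SD over the time points. With a pseudocount of 0.01 there were 13 such genes, and with TMM scaling 3. The 416 means with a time point left out cannot move by more than this SD, whatever the values, so they test nothing here. Of 1248 log2 ratios at a time point, 44 moved beyond their 95% interval. Of 104 named genes, 2 changed the sign of their mean under another pseudocount or TMM scaling, both with means of at most 0.22, and 21 did so when a time point was left out, with means of up to 0.58.

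The depth limits the results in genes with few fragments. In the CRb interval, 8 of the 15 genes had too few fragments to be tested. With 1 library per line and time point, the spread between pools of plants is not measured at a time point, and in the line effect it cannot be told apart from the spread between time points.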

Differences from the paper's values

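None of the values below was tested by an alternative chosen after the results were seen.

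The paper reports 587 genes up-regulated at 12 hai, and 908 loci were called here. It reports 574 genes up-regulated at 96 hai, and 1021 were called here. Of the alternatives set before the data were examined, a pseudocount of 1 gave 630 and 698, within 1.5 times of the paper's numbers, and the filter on FPKM of at least 1 gave 861 at 12 hai, within 1.5 times, and 942 at 96 hai, which is not. A pseudocount of 0.01, TMM scaling, the negative binomial test, the 2-fold change with no test and an adjusted p under 0.05 did not bring either number within 1.5 times.

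For Bra013136 at 72 hai, Supplementary Table S7 gives a log2 ratio of −1.4, and the value here was −0.0931; with TMM scaling it was −1.40. For Bra019412 at 0 hai, the paper's value is −1.2 and the value here −0.74; with TMM scaling it was −1.08. For Bra023339 at 72 hai, the paper's value is −1.3 and the value here −0.92; with TMM scaling it was −1.30. For Bra012684 at 96 hai, the paper's value is −1.6 and the value here −1.54; with TMM scaling it was −1.56. For these 4 genes a pseudocount of 1 or 0.01 did not close the gap.

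For Bra012688, the paper's values are −9 at 0 hai, −9.9 at 12 hai, −9.1 at 72 hai and −7.1 at 96 hai, and the values here were −6.59, −6.69, −6.73 and −5.55. With a pseudocount of 0.01 they were −8.79, −9.99, −9.39 and −6.25, which fall within the error of the paper's values; with a pseudocount of 1 or TMM scaling they do not.

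For the NIMIN2 genes, Supplementary Table S7 prints −1.39 for Bra017343 at 12 hai and −1.28 for Bra036362 at 72 hai, and the values here were 1.39 and 1.19. None of the alternatives set before the data were examined closed the gap. The same table lists both genes as up-regulated.

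Over the 257 log2 ratios of Supplementary Table S7, 10 differed in this way under the settings used here, 60 with a pseudocount of 1, 7 with a pseudocount of 0.01 and 6 with TMM scaling. At the time points of these 257 values, 244 genes were called here in the direction of the paper's value, 2 in the other direction and 11 were not called.

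The paper gives no significant difference in the genes of the CRb interval, and 2 of them were called here, Bra012536 at 0 hai (1.20) and Bra012534 at 12 hai (−1.02) and 72 hai (1.75). The paper gives Bra004771 as down-regulated at 96 hai; its log2 ratio here was −0.99 and it was not called. AGP14 (Bra002808) and the R protein Bra019412 are among the paper's DEGs and were not called here at any time point. At 0 hai the log2 ratio of Bra002808 was 0.61, against the paper's 1.03, and 1.02 with TMM scaling. Of the genes in the paper's lists of down-regulated DEGs in Supplementary Table S5, 1053 of 1069 were called here as down-regulated at 0 hai, 988 of 1010 at 12 hai, 868 of 899 at 72 hai and 839 of 878 at 96 hai, and 0 were called as up-regulated.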

Other observations

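The test of the headings of Supplementary Table S8 was chosen only after the values had been seen; the other tests below were chosen before their results were seen.

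The numbers of genes past the threshold of the line effect were compared with those of other splits of the libraries. With the time point as a block, swapping the lines within time points gives 8 splits, and 1 of the 8, the real one, gave as many as 599 genes, while the other 7 gave 0 genes, with between 265 and 1222 genes at an unadjusted p under 0.05 against 7184 in the real one. With 8 splits the share cannot fall under 0.05, so this count cannot separate the line effect from another grouping. With no time block, 1 of the 35 splits of the 8 libraries into 4 and 4, again the real one, gave as many as 477 genes, and the others gave 0, with between 136 and 3229 genes at an unadjusted p under 0.05 against 4266. Since each library is a pool of plants grown and sequenced as 1 sample, a difference between the lines in growth or handling cannot be told apart from the genotype.

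More loci were called at 0 hai than at the later time points. With every library drawn down to 14046763 fragments and the ratio taken from the fragments, 2556 loci were called at 0 hai, against 2016 at 12 hai, 2011 at 72 hai and 1962 at 96 hai, so depth alone does not give this order. Without the 100 most abundant loci, 2819 were called at 0 hai, against 2280, 2110 and 2251, so these loci do not give it either. In the self-test with the spread between time points, the same number of genes was changed at each time point. It called 592 unchanged genes at 0 hai, 600 at 12 hai, 626 at 72 hai and 701 at 96 hai. The fewest were at 0 hai, so the simulated spread did not give this order. With 1 library per line, the spread between plants at 0 hai was not measured, and the larger number cannot be told apart from a difference between 2 pools.

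Of the 120 FPKM values that Supplementary Table S8 gives for the 15 genes of the CRb interval, 32 equal the deposited FPKM of the line in their heading, and these 32 are near 0 in both lines. With the headings of the lines exchanged, all 120 are equal. This is consistent with headings that were exchanged between CR BJN3-2 and BJN3-2 in the table.

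Of the loci called here as down-regulated at any time point, 905 of 2962 are not in the paper's lists. Their highest FPKM had a median of 4.04, against 12.5 for the loci in both.

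Of all loci, 62 had no fragment in any library of CR BJN3-2 and at least 20 in each of BJN3-2, and 5 had none in BJN3-2 and at least 20 in each of CR BJN3-2. In the windows with an excess of line effect genes lie 5 of the 62 and 1 of the 5. Among genes with at least 50 fragments in a pair of libraries, the log2 ratio of the FPKM and that of the raw fragments differed by more than 0.5 in 120 of 20488 genes at 0 hai, 104 of 20902 at 12 hai, 151 of 20320 at 72 hai and 139 of 21560 at 96 hai.

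Since 0 hai, 402 loci were called as up-regulated and 1110 as down-regulated in CR BJN3-2 at 12 hai, 760 and 1165 at 72 hai, and 1597 and 2016 at 96 hai. In BJN3-2 the numbers were 847 and 1193, 1076 and 1562, and 1925 and 2371. Whether the lines differ in these numbers was not tested.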
